# New genomic resources and comparative analyses reveal differences in floral gene expression in selfing and outcrossing *Collinsia* sister species

**DOI:** 10.1093/g3journal/jkab177

**Published:** 2021-05-20

**Authors:** Lauren J Frazee, Joanna Rifkin, Dinusha C Maheepala, Alannie-Grace Grant, Stephen Wright, Susan Kalisz, Amy Litt, Rachel Spigler

**Keywords:** *Collinsia*, RNA-seq, selfing syndrome, pollen, floral development, differential gene expression, DESeq2, dichogamy, evolutionary genomics, Hi-C scaffolding, parallel evolution

## Abstract

The evolutionary transition from outcross- to self-fertilization is one of the most common in angiosperms and is often associated with a parallel shift in floral morphological and developmental traits, such as reduced flower size and pollen to ovule ratios, known as the “selfing syndrome.” How these convergent phenotypes arise, the extent to which they are shaped by selection, and the nature of their underlying genetic basis are unsettled questions in evolutionary biology. The genus *Collinsia* (Plantaginaceae) includes seven independent transitions from outcrossing or mixed mating to high selfing rates accompanied by selfing syndrome traits. Accordingly, *Collinsia* represents an ideal system for investigating this parallelism, but requires genomic resource development. We present a high quality *de novo* genome assembly for the highly selfing species *Collinsia rattanii*. To begin addressing the basis of selfing syndrome developmental shifts, we evaluate and contrast patterns of gene expression from floral transcriptomes across three stages of bud development for *C. rattanii* and its outcrossing sister species *Collinsia linearis*. Relative to *C. linearis*, total gene expression is less variable among individuals and bud stages in *C. rattanii*. In addition, there is a common pattern among differentially expressed genes: lower expression levels that are more constant across bud development in *C. rattanii* relative to *C. linearis*. Transcriptional regulation of enzymes involved in pollen formation specifically in early bud development may influence floral traits that distinguish selfing and outcrossing *Collinsia* species through pleiotropic functions. Future work will include additional *Collinsia* outcrossing-selfing species pairs to identify genomic signatures of parallel evolution.

## Introduction

Parallel evolutionary phenomena give us exceptional opportunities to learn how adaptations arise and the nature of their underlying genetic basis. In plants, mating system change from outcrossing to selfing has occurred numerous, independent times throughout evolutionary history (Barrett 2002), and is one of the most common transitions across the angiosperms (Stebbins 1974). Moreover, self-fertilizing (hereafter selfing) species frequently converge on a constellation of traits known as the “selfing syndrome” (Lloyd 1979; Sicard and Lenard 2011). Selfing species commonly exhibit reduced flower size, pollen-to-ovule ratios, pollinator rewards, and floral longevity compared to their outcrossing ancestors (Eckert *et al.* 2009; Goodwillie *et al.* 2010; Kalisz *et al.* 2012). The repeated evolution of the selfing syndrome, combined with evidence of its potential ecological drivers (Kalisz *et al.* 2004; Fishman and Willis 2008; Pettengill and Moeller 2012; Toräng *et al.* 2017; Mazer *et al.* 2020), suggest that these complex phenotypes represent adaptations. However, our understanding of their molecular genetic basis and the extent to which genomic pathways to the syndrome are constrained or possible is minimal (Sicard and Lenhard 2011; Shimizu and Tsuchimatsu 2015; Blount *et al.* 2018; Tsuchimatsu *et al.* 2020; Woźniak *et al*. 2020).

The genus *Collinsia* (Plantaginaceae) is an exemplary system for exploring the genomic basis of selfing syndrome traits and the mechanisms driving their parallel evolution. A phylogeny of *Collinsia* shows at least seven independent transitions from predominantly outcrossing to predominantly selfing, with outcrossing and selfing species falling into discrete groups based on flower size (Armbruster *et al.* 2002; Baldwin *et al.* 2011; Kalisz *et al.* 2012) (Figure 1). All *Collinsia* species are self-compatible in contrast to many current plant systems used to study selfing syndrome evolution (*e.g.*, *Arabidopsis*, *Capsella*, *Brassica*, and *Leavenworthia*, all Brassicaceae; *Solanum*, Solanaceae; and *Ipomoea* spp., Convolvulaceae: Vekemans *et al.* 2014; Rifkin *et al.* 2019; Durand *et al.* 2020; Tsuchimatsu *et al.* 2020), all of which exhibit a transition from self-incompatible, obligate outcrossing to highly selfing involving mutations at specific S-loci (but also see *Erythranthe*, formerly *Mimulus*: Wu *et al.* 2008). Consequently, the loss of self-incompatibility is not involved in the evolution of selfing in *Collinsia* and must have arisen, at least in part, through different developmental and molecular mechanisms. High rates of selfing in *Collinsia* species are linked to decreased temporal and spatial separation (dichogamy and herkogamy, respectively) of male and female phases within hermaphroditic flowers (Kalisz *et al.* 2012). Specifically, onset of stigmatic receptivity and stigma-anther contact occur significantly earlier in the floral lifespan of selfing *Collinsia* species than in their outcrossing sister species (Kalisz *et al.* 2012). Functionally, this means that self-pollen is deposited on stigmas of selfing species before opportunities to receive outcross pollen, and because selfing species have shorter floral lifespans, outcrossing opportunities are limited overall (Kalisz *et al.* 2012). In contrast, predominantly outcrossing *Collinsia* species self-fertilize only when sufficient outcross pollen fails to reach the stigma and/or ovules (*i.e.*, pollinator failure: Elle and Carney 2003; Kalisz and Vogler 2003; Kalisz *et al.* 2004). The abundance of ecological and phenotypic data on *Collinsia* species, including evidence of differences in range size and niche breadth between selfers and outcrossers (Randle *et al.* 2009; Grant and Kalisz 2020) and evidence of distinct ecological drivers of selfing across species pairs (*e.g.*, Kalisz *et al.* 2004; Randle *et al*. 2018) facilitates hypothesis testing about selfing syndrome evolution.

**Figure 1:**
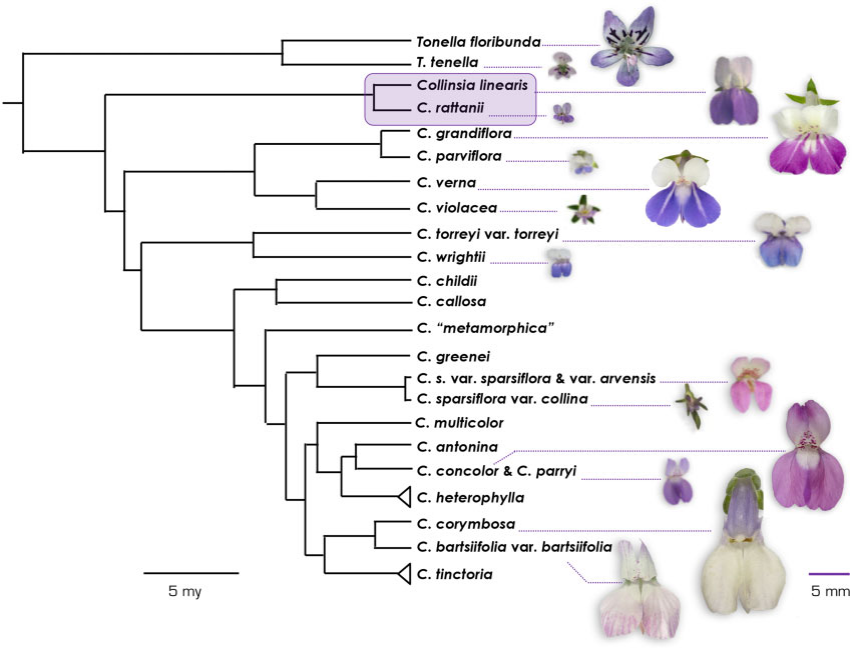
Phylogeny of *Collinsia* and sister taxa *Tonella* based on Bayesian phylogenetic analysis. Figure adapted from Baldwin *et al.* (2011). Branch lengths are scaled to time, in million years (black scale bar). Maximal basal calibration is at 15 Ma. Pictures of *Tonella* and *Collinsia* flowers belonging to sister species illustrating the repeated transition from large-flowered outcrossing species to small-flowered selfing species within both genera are shown. Pictures are to scale (purple scale bar). Focal species *C. rattanii* and its sister species *C. linearis* are highlighted in purple. Photos by Thomas Harper.

Morphological and developmental differences between sister species are commonly rooted in spatial and/or temporal differences in gene expression (Carroll 2008; Stern and Orgogozo 2008). Recent studies in selfing *Capsella* have linked convergent evolution of reduced flower size to convergent developmental processes and gene expression changes (Fujikura *et al.* 2018; Wo**ź**niak *et al.*^2020^). To identify differences in gene expression that might underlie the shift to selfing in *Collinsia*, we compare gene expression during flower development in a striking example of recently diverged *Collinsia* sister species with distinct developmental and morphological traits.

Here, we first present a high quality *de novo* genome assembly and functional annotation for the highly selfing *Collinsia rattanii* to develop genomic resources for *Collinsia*. Then, we evaluate and contrast patterns of gene expression across floral bud development for *C. rattanii* and its predominantly outcrossing sister species *C. linearis*, using floral transcriptomes at three developmental stages. Based on these patterns, we ask: (1) Do genome-wide gene expression patterns differentiate species and stages of floral bud development? (2) Do we see less variation in overall gene expression among *C. rattanii* individuals, reflecting greater homozygosity as a highly selfing species, and across bud stages within *C. rattanii*, reflecting its shorter, more rapid period of floral development? (3) Are there consistent differences in gene expression across stages between the species, and do these differences tend to occur in early or late bud development? Finally, we analyze predicted functions of differentially expressed genes to identify those potentially involved in the evolution of the selfing syndrome in *C. rattanii*.

## Materials and methods

### Study species

The genus *Collinsia* currently encompasses 22 species of self-compatible, spring-flowering, annual plants (Baldwin *et al.* 2011). The native range of the genus spans temperate North America with its center of diversity in the California Floristic Province (Baldwin *et al.* 2011). *Collinsia* flowers are bilaterally symmetrical, and the four immature stamens and the stigma lie in the proximal part of a folded ventral petal, or keel. Upon anthesis, the four anthers dehisce one by one as each filament lengthens toward the distal part of the keel, while the style elongates toward the mature anther(s) and the stigma becomes receptive. In this way, post-anthesis flowers can be divided into four discrete stages, each defined by the number of dehisced anthers (Kalisz *et al.* 1999). The stage at which the first mature anther sheds pollen generally occurs before the stigma becomes receptive, but the absolute and relative timing of these events, as well as the timing of stigma-anther contact, differs among species. In outcrossing *Collinsia*, the timing of stigmatic receptivity and stigma-anther contact occurs relatively late in the floral lifespan, after most of the anthers have dehisced (Kalisz *et al.* 2012), which increases the odds of outcrossing but allows for selfing once outcrossing opportunities have passed (*i.e.*, “delayed selfing” *sensu*Lloyd 1979). In highly selfing *Collinsia* species, stigmatic receptivity and stigma-anther contact occur early in the floral lifespan, approximately when the first anther in the flower becomes mature (Kalisz *et al.* 2012). Functionally, this elimination of dichogamy and herkogamy in selfing *Collinsia* species allows for early autonomous selfing, prior to the possibility of—and even preempting—outcross pollen receipt (*sensu*Lloyd 1979).

The sister species *C. rattanii* (selfing) and *C. linearis* (outcrossing) diverged _**∼**_1.45 Mya (Baldwin *et al.* 2011) (Figure 1). Both species are found in open, dry coniferous forest habitats, but *C. rattanii* has a greater geographic range and niche breadth than *C. linearis*, consistent with the general pattern seen for selfers and outcrossers (Grossenbacher *et al.* 2015). The range of *C. rattanii* extends from northern California north into Washington, while the outcrossing *C. linearis* is limited to northern California and southern Oregon, where their ranges overlap (Grant and Kalisz 2020). Like most species in the genus, both are diploid (*n* = 7: Garber 1956, 1958). The sister species differ markedly in flower size and shape (Figure 1, Supplementary Figure S1), floral longevity (55.3 hours _**±**_ SE 4.7 in *C. rattanii vs* 96.2 hours _**±**_ SE 5.4 in *C. linearis*), timing of stigmatic receptivity *[*floral stage 1, defined by the number of dehisced anthers sensu Kalisz *et al.* (1999), in *C. rattanii vs* between floral stages 3 and 4 in *C. linearis*], anther-stigma contact *[*floral stage 1, *sensu*Kalisz *et al.* (1999), in *C. rattanii vs* floral stage **∼**3 in *C. linearis*] and outcrossing rate in the wild (*t_m_* = 0.12 in *C. rattanii vs* 0.57 in *C. linearis*) (Randle *et al.* 2009; Kalisz *et al.* 2012).

### *De novo* genome sequencing, assembly, and annotation

We planted seeds of *C. rattanii* collected from Trinity County, CA (40_**°**_29′19.78″N, 123_**°**_ 9′56.56″W) and raised the plants in the University of Tennessee, Knoxville (TN, USA) greenhouse. We collected young leaves and meristems from a single plant and sent the sample for high molecular weight DNA extraction and Shotgun paired-end Illumina and Chicago^TM^ sequencing to create a *de novo* draft genome assembly (Dovetail Genomics, Santa Cruz, CA, USA). Shotgun and Chicago libraries were sequenced on a HiSeq X platform, using 1 lane each for the *de novo* and Chicago libraries. This produced **∼**852,000,000 Illumina HiSeq 150 bp read pairs providing **∼**377× physical coverage of the genome (Table 1). The *de novo* genome assembly was constructed with a modified Meraculous assembler. Then we used the Chicago and 20–30X shotgun data to scaffold the newly generated draft assembly with the HiRise^TM^ software pipeline, which produced a draft assembly consisting of 45,357 scaffolds with an N50 of 26.1 Kbp (Table 1). Kmer analysis from raw sequence reads provided an estimated genome size of 0.682 Gbp; Meraculous assembly provided an estimated genome size of 0.673 Gbp (Supplementary Figure S2).

**Table 1:** *Collinsia rattanii* nuclear genome assembly statistics by version

		Illumina HiSeq (Dovetail Genomics)	Hi-C sequencing (Phase Genomics)
Scaffold	Total length (bp)	499,700,000	506,461,782
	Number	45,357	5,029
	N50 length (bp)	26,100	69,250,000
	Longest scaffold (bp)	231,400	95,162,470
Contig	Total length (bp)	475,000,000	506,580,232
	Number	665,422	6,164
	N50 length (bp)	2,000	650,607
	Longest contig (bp)	37,300	NA

To improve on the draft assembly, we sent young *C. rattanii* leaf tissue to Phase Genomics (Seattle, WA, USA) for Hi-C sequencing and genome scaffolding. A Proximo Hi-C library was prepared with chromatin conformation capture data from the new *C. rattanii* tissue sample, following the manufacturer’s protocol. The library was sequenced on an Illumina HiSeq 4000, producing **∼**244,000,000 Illumina HiSeq 100 bp read pairs from Hi-C sequencing providing **∼**72× physical coverage. After aligning these sequences to the draft assembly, putative misjoined contigs were broken with Juicebox according to the observed Hi-C signal, leading to a total of 25 broken contigs (Durand *et al.* 2016). We then re-aligned to the draft assembly using the resulting corrected sequences (excluding duplicates, pairs with low MAPQ or high edit distance, and pairs mapping to contigs <5 Kbp). Finally, we ran Proximo Hi-C scaffolding **∼**200,000 times on the corrected and filtered mappings to optimize scaffold construction and produce our high-quality *C. rattanii* genome (N50 = 69.25 Mbp; Table 1) according to Hi-C signal, as described in Bickhart *et al.* (2017). We recovered orphaned contigs with Juicebox (Durand *et al.* 2016).

We performed gene annotation using data from 6 of the 9 *C. rattanii* RNAseq samples presented and analyzed in this study (see below) plus amino acid sequences from *Erythranthe guttata* (family Phrymaceae, formerly *Mimulus guttatus*) with the BRAKER pipeline (Hoff *et al.* 2019) (Igenbio, Inc., Chicago, IL, USA). *E. guttata* is one of the closest relatives of *Collinsia* with high quality, well-annotated genomic resources (http://phytozome.jgi.doe.gov/pz/p2ortal.html) and used as a model system for understanding floral and mating system evolution (*e.g.*, Martin and Willis 2007; Wu *et al.* 2008). We predicted ribosomal RNAs using barrnap, and tRNAs using tRNAscan-SE [v2.0]. Finally, we assessed the completion of the assembly and gene predictions with BUSCO analysis, using a proprietary Igenbio, Inc., Embryophyta data set (Sim**ã**o *et al.*^2015^).

### Bud development, RNA sequencing, and alignment

Major differences in floral form between *Collinsia* species may be initiated during floral organ development. Therefore, our goal was to compare gene expression patterns between the sister species across floral bud development, after onset of organ development but prior to anthesis. However, the timing of critical events such as differentiation of pollen or ovule precursor cells or maturation of pollen or embryo sacs, and the programming or onset of developmental trajectories including timing of stigmatic receptivity, are not yet known (Kalisz *et al.* 2012). As a first step and to determine repeatable, parallel sampling points, we dissected buds from both species across the continuum of their pre-anthesis development (*C. linearis N* = 34, *C. rattanii N* = 30) and recorded the size and color of the petals, stamens, and style in each. We used these data to divide floral bud development in each species into early, middle, and late pre-anthesis or “bud” stages (B1, B2, B3, respectively) based on distinct color changes in the developing organs and changes in organ size (Table 2; Supplementary Figure S3). We sampled 2–4 whole floral buds per bud stage from each of 3 individuals per species. The three *C. rattanii* individuals originated from two populations in Trinity Co., CA, USA (HFP: 40_**°**_29′19.23″ N, 123_**°**_09′54.50″ W, BC16: 40_**°**_39′22.61″ N, 123_**°**_09′19.82″ W). *C. linearis* individuals originated from two populations in Trinity Co. (MGB: 40_**°**_45′39.6″ N, 123_**°**_39′36.72″ W) and Siskiyou Co. (BARR: 41_**°**_23′12.66″ N, 122_**°**_59′21.42″ W), CA, USA. Plants were germinated at the University of Tennessee-Knoxville, following conditions in Hazzouri *et al.* (2013; Supplementary Table S1) and subsequently shipped to the University of California-Riverside, where they were grown to flowering and buds were collected. We extracted RNA from each bud, using Qiagen RNeasy Plant Mini Kits (QIAGEN, Hilden, Germany) according to the manufacturer’s protocol. RNA quality was verified with a Bioanalyzer (Agilent, Santa Clara, CA, USA). For RNAseq library generation, we used an NEBNext Ultra Directional RNA Library Prep Kit for Illumina and the NEBNext Poly(A) mRNA Magnetic Isolation Module (New England BioLabs, Ipswich, MA, USA), according to the manufacturer’s protocol. We sequenced the libraries on an Illumina HiSeq 2500 platform with 125 bp paired-end reads, at the Genome Innovation Center, McGill University, Montreal, Canada. Raw read quality was verified with FastQC [v0.11.9] (Andrews 2010; Supplementary Table S2).

**Table 2:** *Collinsia* floral bud characteristics by stage

Species	*C. rattanii*			*C. linearis*		
Stage	B1	B2	B3	B1	B2	B3
Bud length (mm)	<2.5	2.5–4.0	>4.0	<2.8	2.8–4.75	>4.75
Petal color	Green	White	Violet	Green	White [violet]^a^	White
Small stamen height (mm)	<1.0	1.0–2.0	>2.0	<1.0	1.0–2.5	>2.5
Large stamen height (mm, linear only)	<1.0	1.0–2.9	>2.9	<1.5	1.5–3.5	>3.5
Large stamen height (mm, curve traced)	<1.0	1.0–2.9	>2.9	<2.0	2.0–3.5	>3.5
Most distinctive anther color	Green	Yellow [brown]	Yellow	Green	Brown	Brown or yellow
Ovary length (mm)	<0.5	0.5–0.9	>0.9	<0.5	0.5–0.9	>0.9
Style length (mm)	<0.5	0.5–2.0	>2.0	<0.5	0.5–1.75	>1.75
Style shape, color	Straight, green	Straight, white [curved]	Curved, purple	Straight, green	Curved, white [straight, green]	Curved, white

^a^ Note: Less common conditions indicated in brackets.

We aligned the raw transcriptome sequences to the *C. rattanii* genome using the STAR 2-pass method [v2.7.3a] (Dobin and Gingeras 2015). RNA-seq reads from each sample that aligned to annotated gene models were summarized in R [v3.6.2] with the “featureCounts” function in the “Rsubread” package [v2.0.1] (Liao *et al.* 2014; R Core Team 2020). We then conducted a regularized logarithm transformation of our raw count data in DESeq2 [v1.26.0] to eliminate the dependence of count variance on count mean; this transformed read count data was used solely for principal components analysis (PCA) and any other gene expression visualizations (Love *et al.* 2014).

### Gene expression analyses

We first explored global patterns of gene expression across the full genome dataset to determine the extent to which genome-wide read count patterns illustrate developmental divergence between sister species and among stages within species. We used PCA with the “FactoMineR” [v2.3] and “factoextra” [v1.0.7.999] R packages (Lê *et al.*^2008^; Kassambara and Mundt 2020) to visualize whether and how our samples clustered based on species and bud stage in relation to the first three PCA axes.

We then identified individual genes showing differential expression between species and developmental bud stages. We modeled a matrix of summarized read counts as the linear combination Y **∼** species + stage + species*stage using the DESeq2 R package [v1.26.0] (Love *et al.* 2014). DESeq2 optimizes the analysis of RNAseq count data from multiple genes by automatically conducting independent filtering (*i.e.*, removing zero-sum or low-count, uninformative genes based on sample count means) and calculating Cook’s distances for outlier detection and removal prior to hypothesis testing (Cook and Weisberg 1982). Because we are primarily interested in evaluating whether changes in gene expression across developmental stages differ in direction or magnitude between the sister species, we focus our results on identifying genes for which the interaction term is significant. Such genes could point toward potential candidates underlying developmental differences associated with the selfing syndrome. We used a likelihood ratio test (LRT) to test for the significance of the interaction term, correcting for multiple tests with a false discovery rate (FDR; Benjamini and Hochberg 1995) of 0.01.

Because DESeq2 treats time as a categorical variable, the LRT for the species*stage interaction functions as an omnibus interaction test, comparing all combinations of stages and species. We, therefore, also used planned contrasts to explicitly compare gene expression changes that occur early (between stages B1 and B2) *vs* late (between stages B2 and B3) in floral bud development between the species. Significance of contrasts was evaluated using a Wald test, which determined whether the estimated log_2_ fold changes in read counts as implicated in each contrast were significantly different from zero (Love *et al.* 2014).

We also identified genes that change in parallel across developmental stages between the species, as these might represent genes controlling floral development that are common to both *C. rattanii* and *C. linearis* (*e.g.*, Sun *et al.* 2016). We first used a LRT to evaluate which genes had a significant “time” (here, “stage”) effect (full model = **∼** species + stage; reduced model = **∼** species), then excluded the subset of the “stage effect” genes that also had a significant “species by stage” interaction effect based on the full model used above.

### Gene ontology enrichment analysis

To functionally profile sets of differentially expressed genes, we performed a gene ontology (GO) enrichment analysis in R package “topGO” [v2.38.1] (Alexa and Rahnenf**ü**hrer 2019). Biological process GO term annotations for each gene were extracted from the ERGO [v2.0] proprietary online database (Igenbio, Inc., Chicago, IL, USA). We used Fisher’s exact test to assess the significance of each GO term and the topGO default (“weight01”) algorithm to account for the hierarchical structure of GO terms in enrichment tests (Alexa *et al.* 2006). We also used REVIGO (http://revigo.irb.hr/) to flag clusters of redundant significant terms (Supek *et al.* 2011).

### Data availability

The following are openly available in figshare: (1) S*upplementary Figures and Tables*, (2) the high quality *C. rattanii* genome assembly, and (3) Supplementary Files (S1–S8), as single zip file, including custom bash/shell and R code used in this project and other supplementary files that allow for replication of the results presented in this study. The raw *C. rattanii* and *C. linearis* RNA-seq read data used in this publication have been deposited in NCBI Gene Expression Omnibus and Sequence Read Archive and are accessible through GEO Series accession number GSE174273 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE174273). Supplementary material is available at figshare: https://doi.org/10.25387/g3.14599995.

## Results

### *Collinsia rattanii* genome assembly and annotation

Hi-C contact mapping and scaffolding produced seven major genome scaffolds, as well as 5022 unscaffolded contigs (Lieberman-Aiden *et al.* 2009) (Table 1; Supplementary Figure S4). This high-quality assembly consists of **∼**0.506 Gbp, or **∼**74% of the estimated genome size (Table 1). The ERGO/Igenbio annotation pipeline predicted 47,210 genes (48,523 ORFs) and an average GC content of 35.39% in the *C. rattanii* genome (Table 3; Figure 2A). Gene density per Mb across the genome is shown in Figure 2A. BUSCO analysis recovered 96.3% complete BUSCOs from a total of 1375 BUSCO groups searched, indicating a high level of genome assembly completeness (Simão *et al.* 2015; Table 4). One or more biological process GO term annotations were available for 10,864 genes (**∼**23%; Figure 2, B and C) (Igenbio, Inc., Chicago, IL, USA).

**Figure 2:**
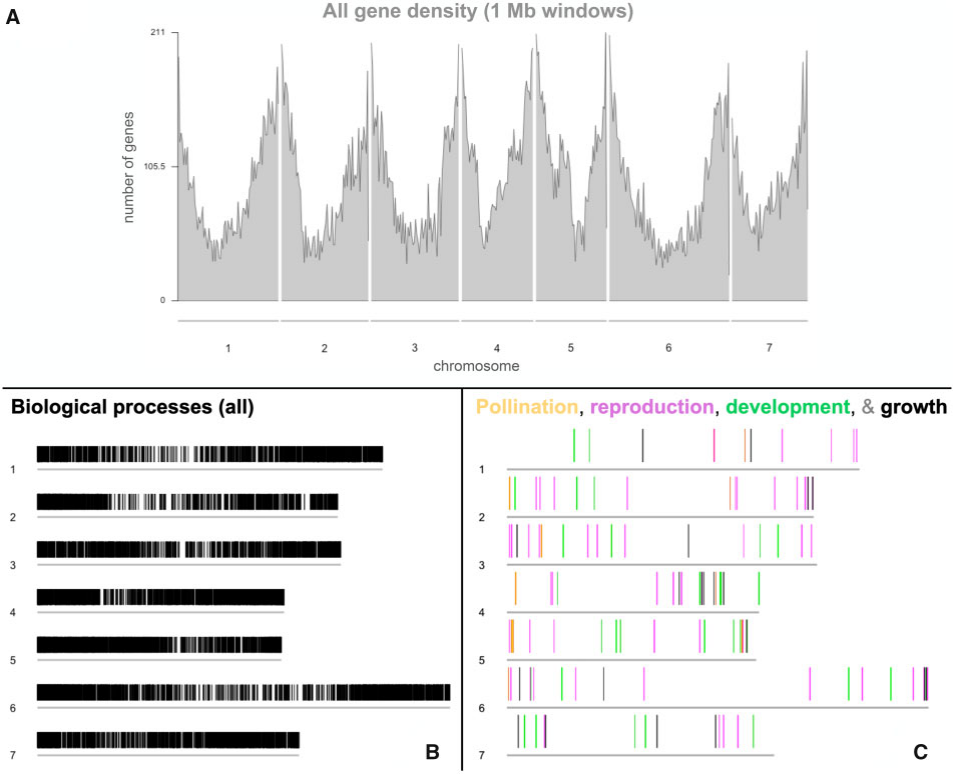
Distribution of *C. rattanii* genes across 7 chromosomes. The 7 major chromosomes are represented in each sub-figure by 7 horizontal gray lines. (A) All gene density with values calculated at 1 Mb windows. The distribution of 45,542 genes is shown; the remaining 1668 genes are located on un-scaffolded contigs. (B, C) Physical maps of functionally annotated *C. rattanii* genes, using GO (gene ontology) terms for biological processes. Chromosome numbers are shown to the left of each chromosome (shown as gray lines). (B) 10,708 genes (*i.e.*, vertical black lines) with one or more GO term annotations for biological processes; another 156 such genes are located on un-scaffolded contigs. (C) Genes annotated with general GO terms for pollination (15 genes in yellow), reproduction (57, in pink), development (31, in green), and growth (20, in black). Some lines may visually overlap one another.

**Table 3:** Gene annotation statistics for *Collinsia rattanii*

Genome features and gene models	Value
Total length (bp)	506,580,232
Contigs (#)	5,029
G + C content (%)	35.39
Total coding bases (#)	94,323,969
Total gene models (#)	47,210
Average coding sequence length (bp)	311
Genes functionally annotated (%)	12.5
tRNA models (#)	1,083
rRNA models (#)	46

**Table 4:** BUSCO scores for *Collinsia rattanii* genome

Metrics	Number (%)
Complete BUSCOs	1,323 (96.3)
Complete and single-copy	1,186 (86.3)
Complete and duplicated	137 (10)
Fragmented BUSCOs	33 (2.4)
Missing BUSCOs	19 (1.3)
Total BUSCO groups searched	1,375 (100)

### Gene expression and gene ontology enrichment

#### Genome-wide expression patterns:

The 18 floral bud samples returned 37.8 million transcripts on average (range 27.2–47.9 million), 80–88% of which, depending on sample, mapped to unique loci in the *C. rattanii* genome (Supplementary Table S2). 

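RNA was extracted from floral buds of 3 plants of *C. linearis*, the predominantly outcrossing species, and 3 plants of *C. rattanii*, the highly selfing species. Each plant was sampled at 3 stages of bud development (B1, B2 and B3, from the earliest to the latest), which the paper sets by the color and size of the developing organs. This gave 18 libraries in 6 groups of 3. The authors aligned the reads of both species to the *C. rattanii* genome with the STAR 2-pass method and summarized the reads on annotated gene models with featureCounts. They deposited the raw count of each gene in each library, without normalization. How reads that map to several genes were counted is not given in the sources used here, so the counts of near-identical gene copies are uncertain. The counts on genes summed to between 23831351 and 41451418 per library, with a median of 31489848. In units of 1000000, the mean was 31.0 counts on genes per library, where the paper gives 37.8 transcripts per sample, and the values here use the counts on genes. In *C. linearis*, the totals ran from 23831351 to 32548321 at B1 (median 32414716), from 34460096 to 41451418 at B2 (median 34855543) and from 25925136 to 34266614 at B3 (median 27661030). In *C. rattanii*, they ran from 30203462 to 32457908 at B1 (median 31417384), from 27455365 to 34589916 at B2 (median 31562312) and from 24713277 to 29638220 at B3 (median 28896358). Library size and composition were normalized by edgeR's TMM method, and expression is given as counts per 1000000 (CPM) on that scale. The TMM factor was 0.497 in the B3 library and 0.664 in the B2 library of *C. linearis* plant 2, and between 0.946 and 1.24 in the other libraries. In the same 2 libraries the 50 most abundant genes took 22.8% and 15.6% of the counts, against 8.11 to 11.2% elsewhere. Differential expression was tested with edgeR's quasi-likelihood F-test on the model species + stage + species*stage, at the paper's false discovery rate (FDR; Benjamini-Hochberg adjustment) of 0.01. The test covered the 27837 genes that passed edgeR's filter on low counts. The tests of DESeq2, which the paper used, were run beside it. As in the paper's model, the 3 libraries of a plant entered the test as independent samples, and a fit with the plant as a block was run as an alternative. Genes are named by their identifiers in the *C. rattanii* annotation, and their genome positions were not used here.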

The percentage of uniquely mapped transcripts did not differ between species (*t*** **=** **0.823, *P*** **=** **0.423; Supplementary Table S2). Of 47,210 total predicted genes, 38,589 (**∼**82%) showed expression by one or more samples and were included in our analyses. 

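The count table held 46127 genes, of which 38589 (83.7%) had at least 1 count in at least 1 of the 18 libraries. In *C. linearis* libraries 36465 genes had a count, and in *C. rattanii* libraries 34406 genes. A minimum of 10 counts over all libraries left 33052 genes. With each library left out in turn, the number of expressed genes stayed between 38258 and 38553. For 230 genes, every *C. rattanii* library had at least 10 counts and no *C. linearis* library had any. The reverse was true of 12 genes.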

PCA on the full gene expression dataset reveals clearly defined species-specific clusters differentiated along the primary axis (PC1), representing 50% of the variance in overall gene expression (Figure 3). 

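PCA was run on regularized log-transformed counts of the expressed genes, with each gene scaled to unit variance. PC1 represented 31.4% of the variance, PC2 12.4% and PC3 9.37%. Without scaling, the alternative that moved the PC1 share most, they were 50.3%, 13.9% and 7.24%. Along PC1 the *C. linearis* libraries lay between -179.9 and -54.4 and the *C. rattanii* libraries between 89.8 and 114, so the species did not overlap.

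**Figure D1:**
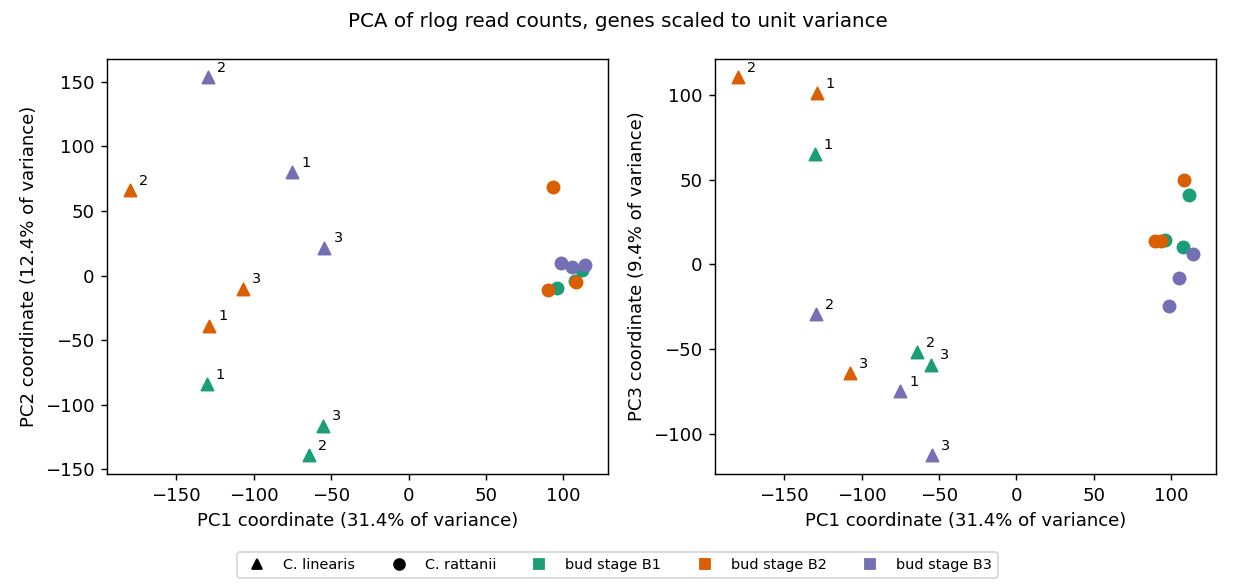
Coordinates of the 18 floral bud libraries on PC1 against PC2 (left) and on PC1 against PC3 (right), from PCA of regularized log-transformed counts with each gene scaled to unit variance. Each triangle is a *C. linearis* library, with its plant number, each circle is a *C. rattanii* library, and colors stand for bud stages. All *C. linearis* libraries lie below -54.4 on PC1 and all *C. rattanii* libraries above 89.8, and the *C. rattanii* B2 library of plant 3 lies apart at 68.3 on PC2.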

Notably, we see greater variation among *C. linearis* samples along this axis. 

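The PC1 coordinates had a standard deviation (SD) of 43.3 over the 9 *C. linearis* libraries and 8.50 over the 9 *C. rattanii* libraries, a ratio of 5.09. With unscaled genes the SDs were 36.4 and 18.8, a ratio of 1.94. Leaving out each library or plant in turn gave ratios from 3.48 to 6.63 with scaled genes. Taking plants as replicates, the mean squared distance from the species mean along PC1 was 737, 2715 and 1536 for *C. linearis* plants 1 to 3. It was 112, 20.2 and 60.6 for *C. rattanii* plants 1 to 3. Every *C. linearis* plant was thus above every *C. rattanii* plant (two-sided exact permutation test, p = 0.1, the smallest p that 3 plants against 3 allow). With unscaled genes the same exact permutation test gave p = 0.2.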

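For each gene with a mean count of at least 8 over the 18 libraries, the coefficient of variation (CV, the SD divided by the mean) of the raw counts was computed over the 9 libraries of a species. The mean CV was 0.698 over 26523 genes in *C. linearis* and 0.537 over 26719 genes in *C. rattanii*. Among the alternatives, taking any expressed gene moved these values most, to 1.02 and 0.830. Counts scaled by TMM library size gave 0.663 and 0.507, and the CV within a stage gave 0.528 and 0.416. Without the 3 libraries of *C. linearis* plant 2, the *C. linearis* value was 0.620 over the remaining 6 libraries. Genes are not independent replicates, so the species were also compared over plants, by the mean squared deviation of log2 CPM from the species mean. It was 0.918, 1.28 and 1.31 for *C. linearis* plants 1 to 3 and 0.401, 0.486 and 0.925 for *C. rattanii* plants 1 to 3. *C. rattanii* plant 3 lay above *C. linearis* plant 1 (two-sided exact permutation test over plants, p = 0.2; the smallest p possible is 0.1).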

In fact, *C. linearis* samples also show significantly greater variation in expression per gene based on raw read counts of all expressed genes (with a mean read count _**≥**_8) [mean coefficient of variation (CV) = 0.6985] than *C. rattanii* samples (mean CV = 0.5373; *t*** **=** **60.693; *P* < 0.001). The second axis (PC2) represents 14% of the variance in the full dataset and is significantly and strongly correlated with bud developmental stage for *C. linearis* (*r*** **=** **0.82, *P*** **=** **0.007) but not *C. rattanii* (*r*** **=** **0.09, *P*** **=** **0.825) (Figures 3 and 4). Instead, we found that the third axis (PC3), which explains 7% of the variance in the full gene expression dataset, is significantly and highly correlated with bud developmental stage in *C. rattanii* (*r* = -0.83, *P*** **=** **0.006) (Figure 4). 

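In *C. linearis*, the PC2 coordinate of scaled genes correlated with stage with Pearson's r = 0.881 over 9 libraries (two-sided exact permutation test, p = 0.00238; 0.00952 after Benjamini-Hochberg adjustment over the 4 correlations of PC2 and PC3 with stage). Spearman's rho was 0.896 (exact permutation p = 0.00357, adjusted 0.0143). Without the 2 libraries farthest from the median, r was 0.837 (exact permutation p = 0.019). Without the B3 library of plant 2 alone, r fell to 0.601 (exact permutation p = 0.107), and without all 3 libraries of plant 1 or of plant 2 it was 0.783 and 0.747 (exact permutation p = 0.0667 and 0.111). With coordinates centered on each plant and stages permuted within plants, r was 0.918 (exact permutation p = 0.00926). In *C. rattanii*, r was 0.206 (exact permutation p = 0.675, adjusted 0.675) and rho was 0.527 (exact permutation p = 0.168, adjusted 0.224). The *C. rattanii* B2 library of plant 3 lay far from the other *C. rattanii* libraries on this axis, and r was 0.670 without it (exact permutation p = 0.075). Without all 3 libraries of that plant, r was 0.878 (exact permutation p = 0.0444). Whether the 2 species differ in this correlation was not tested.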

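The correlation of PC3 with stage in *C. rattanii* was r = -0.591 with scaled genes (two-sided exact permutation test over 9 libraries, p = 0.0976, adjusted 0.195), and rho was -0.685 (exact permutation p = 0.0607, adjusted 0.121). With unscaled genes r was -0.837 (exact permutation p = 0.00119, adjusted 0.00476) and rho was -0.949. Centered on plants, r was -0.598 with scaled genes (exact permutation p = 0.176) and -0.878 with unscaled genes (exact permutation p = 0.00926). With scaled genes, r was -0.681 without the *C. linearis* B1 library of plant 1 (exact permutation p = 0.0488) and -0.778 without the *C. rattanii* B2 library of plant 2 (exact permutation p = 0.0143). Without all 3 libraries of that plant it was -0.792 (exact permutation p = 0.0444). It was -0.118 without the 3 libraries of *C. linearis* plant 2, where r of PC2 with stage in *C. rattanii* was 0.674 (exact permutation p = 0.0536). Without the 3 libraries of *C. rattanii* plant 3, r was -0.181 for PC3 and 0.878 for PC2. A weak r on PC3 in these 2 leave-outs therefore does not show that the correlation with stage was lost from both axes.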

Floral bud stage in *C. linearis* shows a weaker, nonsignificant trend with PC3 (*r* = −0.54, *P*** **=** **0.136) (Figure 4). Together, these results indicate that stage of bud development can account for a significant amount of variation in total gene expression in our dataset and reveal greater variation across stages within *C. linearis*. 

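In *C. linearis*, r between PC3 and stage was -0.299 with scaled genes (two-sided exact permutation test over 9 libraries, p = 0.421, adjusted 0.562) and rho was -0.369 (exact permutation p = 0.355). With unscaled genes r was -0.534 (exact permutation p = 0.144, adjusted 0.192). Without the 2 libraries farthest from the median, r was -0.514 with scaled genes (exact permutation p = 0.257). Single libraries moved r between -0.712, without the B3 library of plant 2, and 0.0305, without the B2 library of plant 2.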

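Changes over the stages were also tested gene by gene within each species. In *C. linearis*, 852 of the 27837 tested genes changed over the 3 stages at FDR 0.01 (edgeR's quasi-likelihood F-test), and 8786 (31.6%) had an unadjusted p under 0.05, where chance gives 5%. In *C. rattanii*, 0 genes passed FDR 0.01 in edgeR's quasi-likelihood test, 11 passed FDR 0.05 and 2340 (8.41%) had an unadjusted p under 0.05. DESeq2's LRT gave 3811 genes in *C. linearis* and 249 in *C. rattanii* at FDR 0.01. With the plant as a block, the quasi-likelihood test gave 172 and 0. Fitted alone, with the spread estimated in that species only, the same test gave 0 genes in either species at FDR 0.01, with 6217 and 2259 at an unadjusted p under 0.05, and DESeq2's LRT gave 2842 and 408. The *C. linearis* count was 1559 without the B1 library of plant 1, and 1 without the 3 libraries of plant 2. From PCA, the correlations with stage and the CVs together, the paper reasons that bud stage accounts for a significant amount of the variation in expression and that the variation across stages is greater in *C. linearis*.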

Lower variation across stages in *C. rattanii* could reflect the compression of developmental processes into the shorter time frame of *C. rattanii* flower development, resulting in greater overlap of gene expression across stages.

**Figure 3:**
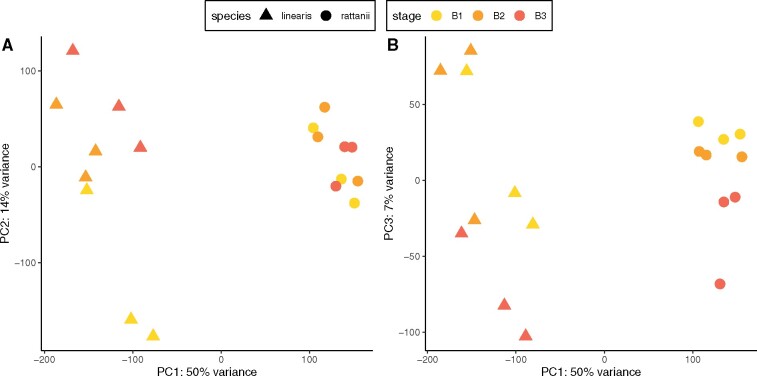
Overall gene expression by species and bud stage. Principal component analysis (PCA) plot of regularized log-transformed RNA-seq read counts for 47,210 (38,589 expressed) genes in the *C. rattanii* genome. *N* = 3 for each species-stage combination. Principal component 1 (PC1) represents 50% of the variance in the read count dataset. (A) PC2 represents 14% of the variance in the read count dataset. Data points are jittered to reduce overlapping. (B) PC3 represents 7% of the variance in the read count dataset.

**Figure 4:**
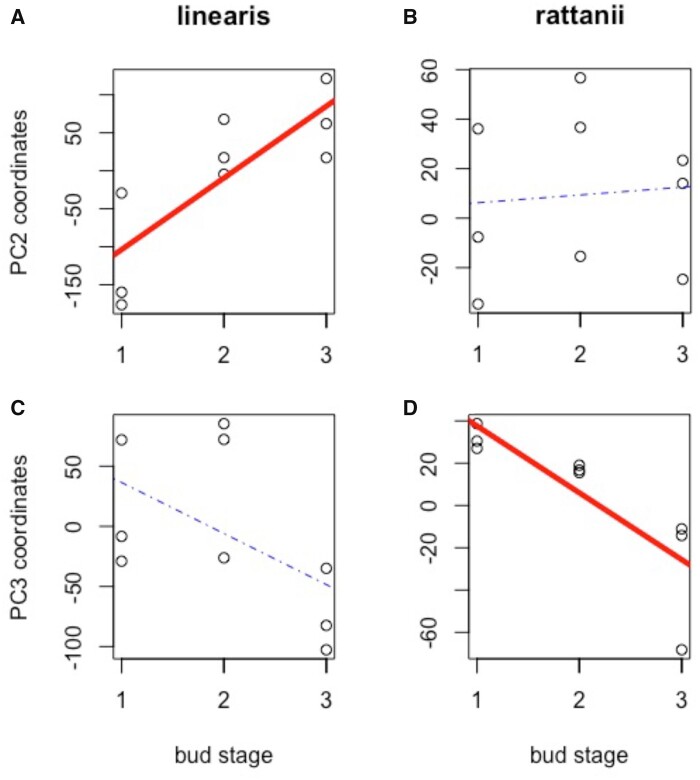
Overall gene expression by species and coordinates. Scatterplots with linear trend lines showing relationships between principal components coordinates and bud stages for *C. rattanii* and *C. linearis.* Each circle represents one sample (replicate). Red, bold trendlines are statistically significant (*P *<* *0.01); dotted trendlines are not significant.

#### Differential gene expression and gene ontologies:

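The species*stage term was tested on the 18 libraries. In edgeR's quasi-likelihood F-test, 0 of 27837 genes passed FDR 0.01, 2 passed FDR 0.05 and the lowest FDR was 0.0254. An unadjusted p under 0.05 was found for 4924 genes (17.7%), where chance gives 5%. DESeq2's LRT gave 855 genes at FDR 0.01 and 2047 at FDR 0.05. Of the 855 genes, 843 were tested in edgeR, where 842 had an unadjusted p under 0.05 and the median FDR was 0.102. edgeR's likelihood ratio test, which does not add the uncertainty of each gene's dispersion, gave 632 genes, 586 of them among the 855. limma-voom gave 3 genes without quality weights, 4 with weights by species and 308 with a weight per library. With the plant as a block, the quasi-likelihood test gave 3 genes, and DESeq2's LRT gave 762, of which 551 were among the 855. Among single libraries, the counts moved most with the *C. linearis* B1 library of plant 1. Without it the quasi-likelihood test gave 133 genes and DESeq2's LRT 1618, of which 743 were among the 855. DESeq2's LRT gave 451 genes without the *C. linearis* B1 library of plant 2, and 302 without the 3 libraries of that plant.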

We detected a significant “species by stage” interaction effect on the expression of 855 genes (hereafter “interaction effect genes”) based on LRTs (Figure 5) indicating that, for these genes, the direction or magnitude of expression changes between stages is species-dependent. In particular, the differences in expression level, based on read counts, across stages tend to be greater in magnitude in *C. linearis* compared to *C. rattanii* (Figure 5). This is consistent with greater separation of developmental stages across the longer duration of flower development in the outcrosser.

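The size of the stage changes was taken as the range of the fitted log2 expression, from the lowest to the highest stage, in edgeR's fit. Over the 843 interaction effect genes of DESeq2's LRT that were tested in edgeR, the median range was 2.74 in *C. linearis* and 0.87 in *C. rattanii*. The range was larger in *C. linearis* for 748 of them (88.7%). The called genes were kept fixed while each library or plant was left out of edgeR's fit in turn. This share then stayed between 85.6% and 91.1%. These genes were selected for a difference between the species in the same libraries. Over all 27837 tested genes, the median range was 0.89 in *C. linearis* and 0.50 in *C. rattanii*, and 19978 genes (71.8%) had the larger range in *C. linearis*. The values describe genes, which are not independent replicates, so no test was made across them. The spread between plants was larger in *C. linearis* as well, with a common dispersion of 0.357 against 0.227 when each species was fitted alone. The range over stage means grows with this spread, so a larger range does not by itself show a larger stage change. Of the 855 genes, 342 had their highest stage mean in *C. linearis* at B3, 254 in *C. linearis* at B1 and 78 in *C. linearis* at B2. In *C. rattanii*, 72 were highest at B2, 67 at B1 and 42 at B3.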

**Figure 5:**
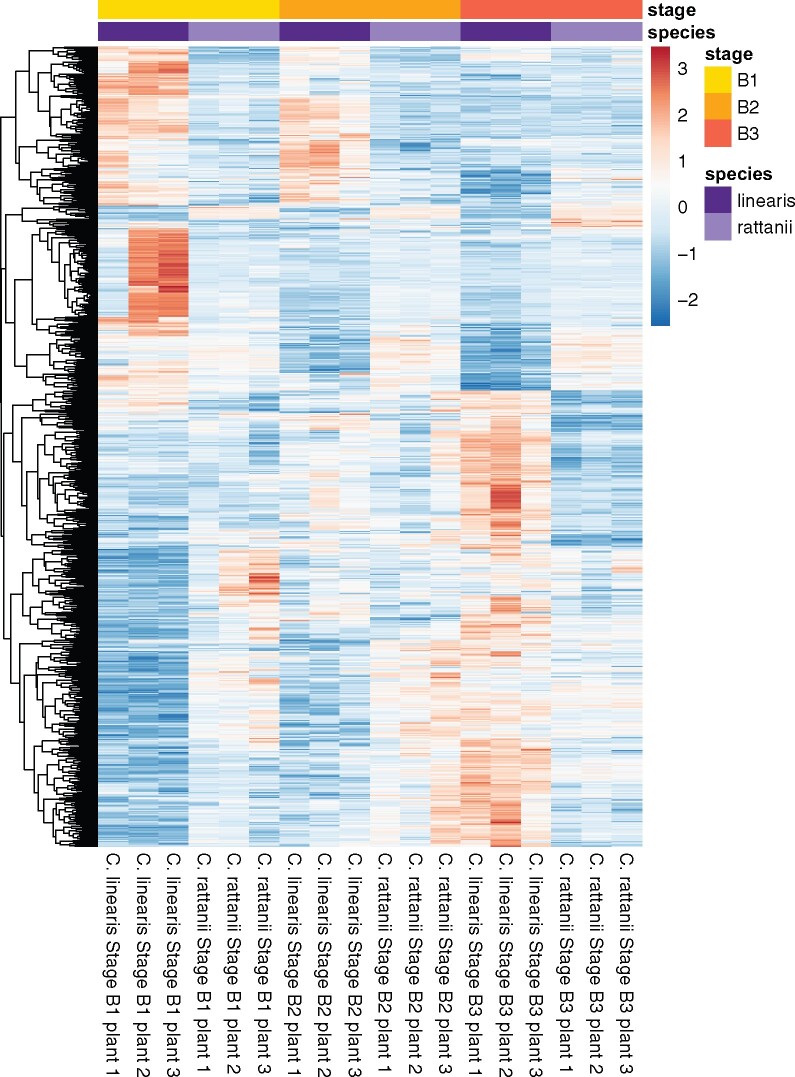
Differential expression of interaction effect genes. Heatmap and hierarchical clustering of regularized log-transformed RNA-seq read counts for the 855 interaction effect genes in the *C. rattanii* genome. Expression levels were further standardized within each row (*i.e.*, within each gene) by subtracting the row mean from each value in a row and dividing those values by the row standard deviation, resulting in a mean of 0 and a standard deviation of 1 for each row. Each row represents one gene’s full expression profile. Red = over expression; blue = under expression. *N* = 3 for each species-stage combination.

We could assign **∼**43% of the 855 interaction effect genes to GO terms for biological processes. Enrichment analysis indicates that 11 GO categories are significantly overrepresented in this gene set (Table 5; Supplementary Table S3). We note that there was no evidence of underrepresentation in any GO category in the analyses presented. We visualized expression patterns of the 91 interaction effect genes assigned to these 11 overrepresented GO categories and found consistent differences in patterns of gene expression across bud development between the two species (Figure 6). 

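The 8 genes listed under pollen exine formation in Figure 6, with identifiers read from the picture, all had their highest *C. linearis* mean at stage B1. Their B1 means rested on 2 of the 3 plants. *RCORA171666* stood at 5.94 CPM in *C. linearis* plant 1 at B1 and at 1297 and 2303 CPM in plants 2 and 3, a mean of 1202 ± 1152 (SD, n = 3 plants). Its *C. linearis* mean was 2.37 ± 0.907 at B2 and 3.38 ± 3.24 at B3, and the *C. rattanii* means ran from 2.88 ± 0.695 to 4.51 ± 1.32. The early contrast, the B1 to B2 change in *C. linearis* minus that in *C. rattanii*, was -9.63 on the log2 scale (standard error 1.77; FDR 0.139 in edgeR's quasi-likelihood test and 6.5e-08 in DESeq2's Wald test). Without the *C. linearis* B1 library of plant 1, the FDR in edgeR was 5.07e-05. The contrast passed FDR 0.01 in 2 of the 24 leave-outs of a library or plant, with an FDR of up to 0.867. *RCORA14962* was at 1.48, 156 and 924 CPM in the 3 *C. linearis* plants at B1, with a contrast of -6.87 (standard error 1.78; edgeR FDR 0.298, DESeq2 FDR 0.00209). *RCORA186672* was at 13.3, 214 and 419 CPM, with a contrast of -4.37 (standard error 1.04; edgeR FDR 0.255, DESeq2 FDR 0.00459). *RCORA36422*, which was also annotated with callose deposition, was at 0.557, 32.8 and 42.9 CPM (edgeR FDR 0.426, DESeq2 FDR 0.0424). It had 0, 0 and 1 counts in the *C. rattanii* plants at B1, so no size of its contrast is given. *RCORA205649* was at 0, 41.7 and 56.9 CPM and did not pass edgeR's filter on low counts. *RCORA175575* was at 0.433, 76.0 and 106 CPM, and *RCORA201861* at 0, 16.9 and 252 CPM. For the interaction, all 8 passed FDR 0.01 in DESeq2's LRT, and 7 were tested in edgeR, where all had an unadjusted p under 0.05 and the lowest FDR was 0.0586. Over these 7 genes, the median range over the stages was 7.04 on the log2 scale in *C. linearis* and 1.04 in *C. rattanii*.

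**Figure D2:**
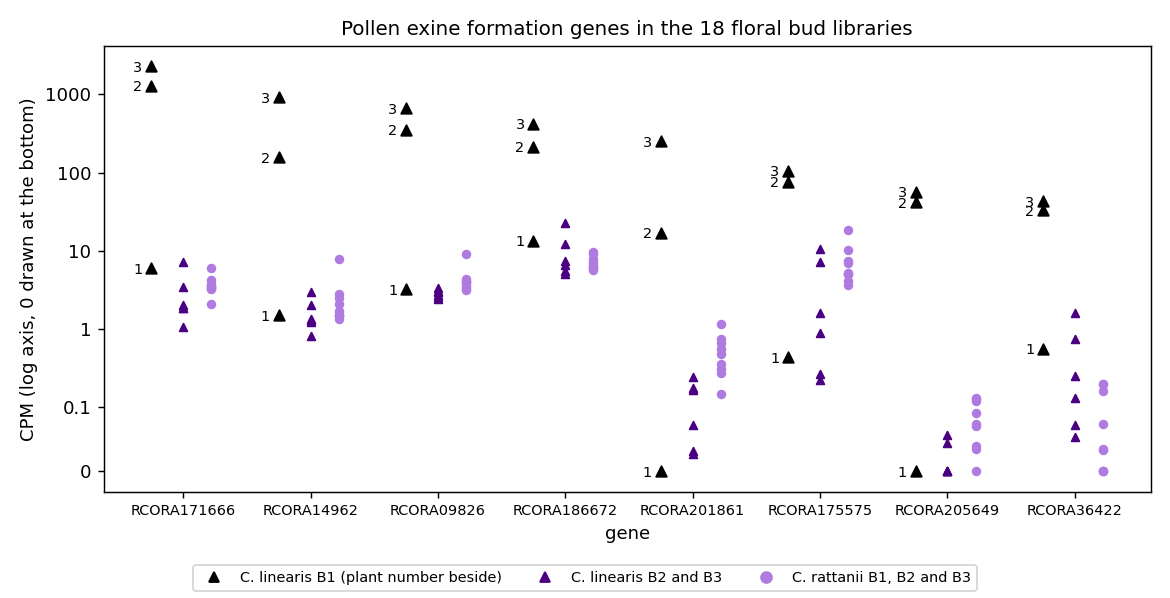
CPM (log axis, with 0 drawn at the bottom) of the 8 genes listed under pollen exine formation in Figure 6, one point per library. Black triangles are *C. linearis* B1 libraries with their plant number, purple triangles are *C. linearis* B2 and B3 libraries, and light circles are *C. rattanii* libraries. For *RCORA171666*, plants 2 and 3 of *C. linearis* at B1 stand at 1297 and 2303 CPM and plant 1 at 5.94 CPM.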

Most conspicuously, we see that all interaction effect genes associated with pollen exine formation, which encompasses sporopollenin biosynthesis and cell wall callose deposition processes, are highly upregulated in stage B1 in *C. linearis* relative to later stages, but relatively lower and constant across bud development in *C. rattanii* (Figure 6). We also see consistent patterns of expression for interaction effect genes associated with xyloglucan (*i.e.*, cell wall hemicellulose) metabolism, glycerol-3-phosphate catabolism, and transcription regulation. 

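All 5 genes listed under xyloglucan metabolism in Figure 6 rose at each step in the *C. linearis* means. From B1 to B3, *RCORA41780* rose by 4.72 on the log2 scale (standard error 0.62, FDR 0.00117 in edgeR's quasi-likelihood test), from 37.4 ± 10.2 CPM (SD, n = 3 plants) to 986 ± 247 CPM. *RCORA191130* rose by 4.22 (standard error 0.60, FDR 0.00184), *RCORA202024* by 4.30 (standard error 0.90, FDR 0.00793) and *RCORA205395* by 7.73 (standard error 1.51, FDR 0.00599). *RCORA38638* rose by 3.3 (standard error 1.63, FDR 0.196), with 88.4 and 102 CPM at B2 and B3 in plant 2. Without the 3 libraries of plant 2, its change was -0.13. In *C. rattanii*, *RCORA41780* changed by 1.72 (edgeR FDR 0.272, DESeq2 FDR 0.0533). *RCORA38638* fell in *C. rattanii* from 162, 66 and 10 counts at B1 to 0, 1 and 0 at B3, which sets no exact fold change (edgeR FDR 0.333, DESeq2 FDR 0.00703). Of the 5 xyloglucan genes, 4 had the larger range over the stages in *C. linearis*, all but *RCORA38638*. Both genes listed under glycerol-3-phosphate catabolism rose at each step in *C. linearis*. From B1 to B3, *RCORA02590* rose by 2.36 (standard error 0.47, edgeR FDR 0.0065) and *RCORA68085* by 1.04 (standard error 0.28, edgeR FDR 0.0256, DESeq2 FDR 0.00367). In *C. rattanii* they changed by -1.30 and -0.72 (edgeR FDR 0.347 and 0.416, DESeq2 FDR 0.171 and 0.324). Of the 41 genes listed under regulation of transcription, 25 rose at each step in *C. linearis*. Their highest *C. linearis* mean was at B3 for 30 genes, at B1 for 8 and at B2 for 3. The median range over the stages was 2.18 in *C. linearis* and 0.97 in *C. rattanii* on the log2 scale, and 36 of the 41 had the larger range in *C. linearis*. *RCORA41810* rose by 3.1 from B1 to B3 in *C. linearis* (standard error 0.43, edgeR FDR 0.00149), and *RCORA61416* by 4.53 (standard error 0.87, edgeR FDR 0.00561), with B3 values of 43.2, 265 and 36.1 CPM in plants 1 to 3. Libraries of 1 plant are paired over the stages, and with the plant as a block 4 of these *C. linearis* changes no longer passed FDR 0.01 in edgeR. Their FDRs with the block were 0.0125 for *RCORA202024*, 0.0178 for *RCORA205395*, 0.0216 for *RCORA02590* and 0.0137 for *RCORA61416*. With each library or plant left out in turn and no block, these 4 passed in 9, 15, 12 and 15 of the 24 fits. *RCORA41780*, *RCORA191130* and *RCORA41810* passed with the block and in 22, 22 and 21 of the 24 fits.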

For these genes, expression increases steadily across the three stages for *C. linearis*, whereas relatively little change is seen across bud development in *C. rattanii* (Figure 6). Genes associated with lipid metabolism also reflect greater changes in gene expression during bud development in the outcrosser; in this case, about half of the genes are upregulated in B1 relative to other stages in *C. linearis*, similar to the pattern of expression change in pollen exine formation genes, whereas the other half mimic the pattern seen for xyloglucan metabolism, glycerol-3-phosphate catabolism, and transcription regulation. 

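Figure 6 lists 27 genes under lipid metabolism. Their highest *C. linearis* mean was at B1 for 12 genes and at B3 for 15, and 14 rose at each step. The median range over the stages was 3.34 in *C. linearis* and 0.87 in *C. rattanii* on the log2 scale, and 24 of the 27 had the larger range in *C. linearis*. In 9 of the 27 genes the *C. linearis* B1 library of plant 1 stood under 50% of the lower of plants 2 and 3. All 27 had an unadjusted p under 0.05 for the interaction in edgeR's quasi-likelihood test, with a lowest FDR of 0.0566.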

Overall, these results reveal greater changes in gene regulation across bud development in *C. linearis* compared to *C. rattanii*.

**Figure 6:**
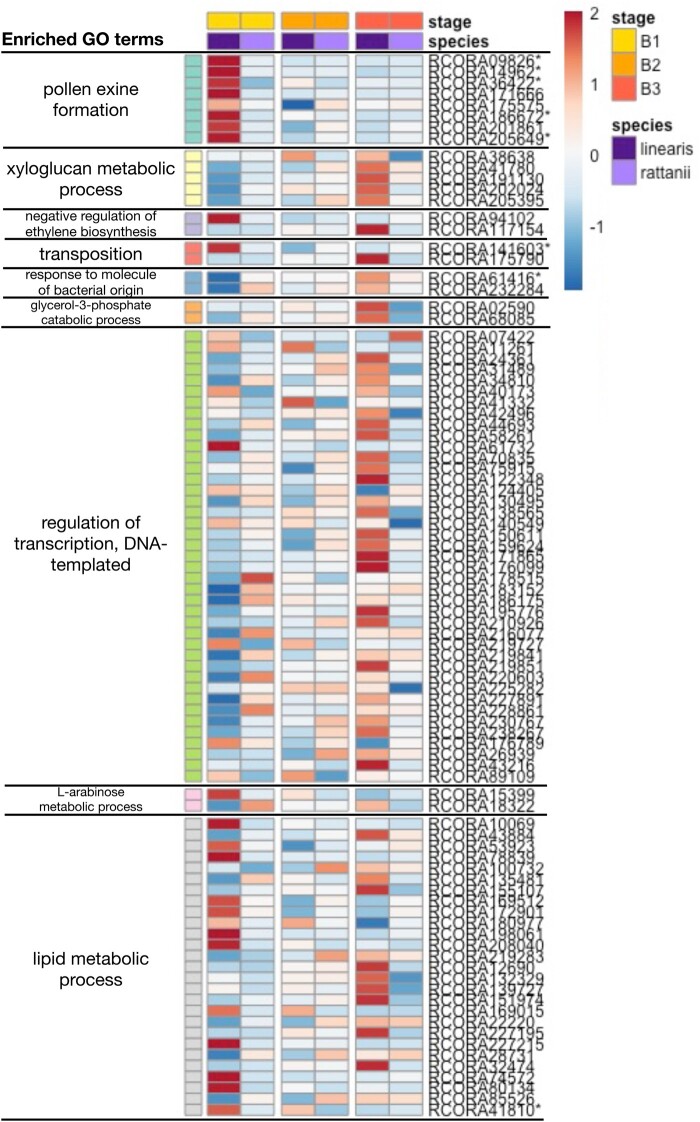
Interaction effect gene expression patterns by biological process. Heatmap of regularized log-transformed RNA-seq read counts (averaged across biological replicates) for the 91-gene subset of interaction effect genes that are also indirectly or directly annotated with the 11 (but see note below) significant GO terms as presented in Table 5. Expression levels were further standardized within each row (*i.e.*, within each gene) by subtracting the row mean from each value in a row and dividing those values by the row standard deviation, resulting in a mean of 0 and a standard deviation of 1 for each row. Each row represents one gene’s full expression profile. Red = overexpression; blue = under expression. *Note: These genes are annotated with 2 different significant GO terms, but only appear here in association with one. Additional annotations include: “sporopollenin biosynthetic pathway” for RCORA09826 and RCORA186672; “lipid metabolic process” for RCORA14962; “callose deposition in cell wall” for RCORA36422 and RCORA205649; and “regulation of transcription, DNA-templated” for RCORA141603, RCORA61416, and RCORA41810.

**Table 5:** Biological processes of interaction effect genes

	GO ID	Description	Total count of genes in *C. rattanii* genome	Observed count of genes in set	Expected count of genes in set	*P*-value^a^
1	GO:0010584	Pollen exine formation	16	8	0.54	2.00E−06
2	GO:0010411	Xyloglucan metabolic process	30	5	1.02	0.0031
3	GO:0010366	Negative regulation of ethylene biosynthesis	3	2	0.1	0.0034
4	GO:0032196	Transposition	3	2	0.1	0.0034
5	GO:0080110	Sporopollenin biosynthetic process	3	2	0.1	0.0034
6	GO:0002237	Response to molecule of bacterial origin	3	2	0.1	0.0034
7	GO:0046168	Glycerol-3-phosphate catabolic process	3	2	0.1	0.0034
8	GO:0006355	Regulation of transcription, DNA-templated	911	44	30.87	0.0034
9	GO:0046373	L-arabinose metabolic process	4	2	0.14	0.0066
10	GO:0052543	Callose deposition in cell wall	4	2	0.14	0.0066
11	GO:0006629	Lipid metabolic process	602	28	20.4	0.0084

^a^ Significance (*P *<* *0.01) determined via the Fisher statistic.

We then focused our examination on changes in expression between sequential stages of bud development corresponding to early (between stages B1 and B2) *vs* later (between stages B2 and B3) development. 

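For the early contrast (B1 to B2), 0 genes passed FDR 0.01 in edgeR's quasi-likelihood test, with 2476 genes (8.90%) at an unadjusted p under 0.05 and a lowest FDR of 0.123. DESeq2's Wald test gave 166 genes at FDR 0.01. For the late contrast (B2 to B3), 0 genes passed in edgeR, with 3880 (13.9%) at an unadjusted p under 0.05, 14 at FDR 0.05 and a lowest FDR of 0.0102. DESeq2's Wald test gave 419 genes. The 2 contrasts together gave 570 genes in DESeq2, 15 of them in both, and 118 of the 570 were outside the genes of its LRT. edgeR's likelihood ratio test gave 94 early and 168 late genes. limma-voom gave 0 early and 2 late genes without weights or with weights by species, and 20 and 53 with a weight per library. With the plant as a block, edgeR's quasi-likelihood test gave 2 early and 0 late genes, and DESeq2's Wald test 239 and 442. Without the *C. linearis* B1 library of plant 1, the early count rose to 110 in edgeR and 808 in DESeq2. Without the *C. linearis* B1 library of plant 2, it was 92 in DESeq2.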

Based on our planned contrasts, we identified 569 genes for which expression changes in early and/or later development differ in either direction or degree between the species (hereafter “contrast effect genes”; Figure 7), 117 of which were not detected by the LRT. In nearly all cases (77%), the contrast was significant because of up- or down-regulation of the gene in one species but no expression change in the other; in the remaining cases, both species showed changes in expression, but in opposite directions. 

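A change within a species was taken as present when DESeq2's Wald test of that step passed FDR 0.01. Of the 585 calls of DESeq2's Wald tests for the 2 contrasts, 466 (79.7%) had a change in 1 species only. Of the 166 early calls, 128 changed in *C. linearis* only, 13 in *C. rattanii* only, 2 in both and 23 in neither. Of the 419 late calls, 284 changed in *C. linearis* only, 41 in *C. rattanii* only, 1 in both and 93 in neither. The 3 calls with a change in both species went in opposite directions. With each library or plant left out in turn, the share with a change in 1 species only stayed between 74.9% and 90.8%.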

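The size of a contrast is the difference between *C. linearis* and *C. rattanii* in the log2 change from 1 stage to the next. Over the early calls of DESeq2's Wald test, its median absolute value was 7.23 in edgeR's fit and 8.17 in DESeq2's fit. Over the late calls, it was 2.98 and 3.03. The median absolute change within a species was 4.59 in *C. linearis* and 0.96 in *C. rattanii* for the early calls, and 1.66 and 0.75 for the late calls. The calls were kept fixed while each library or plant was left out of edgeR's fit in turn. The median contrast then stayed between 5.77 and 7.95 for the early calls and between 2.46 and 3.24 for the late calls. These medians are over genes past a threshold and carry no p.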

We also note that whereas the overwhelming majority of these genes show significant differences in regulation between the species in late development (418/569), differences in early development are greater in magnitude (Figure 7).

**Figure 7:**
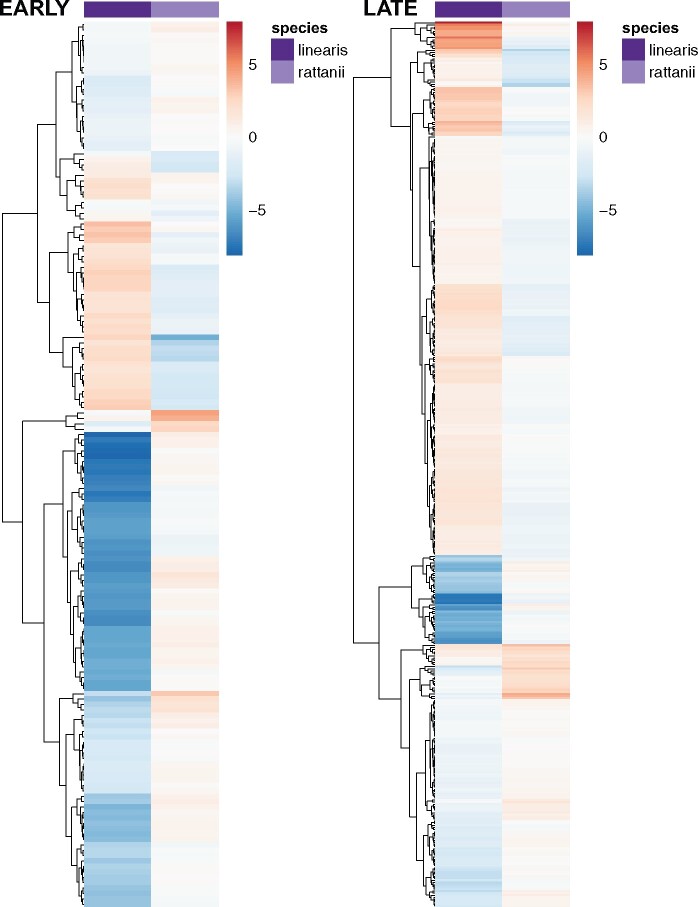
Magnitude and direction of expression changes in early and late development. Heatmaps representing magnitude and direction of significant expression change between bud stages in 164 early and 418 late development contrast effect genes for each species and hierarchical clustering of regularized log-transformed RNA-seq read counts for each gene. Red = positive expression change; blue = negative expression change.

Based on GO assignments available for 231 of 569 contrast effect genes, we found significant enrichment for six GO terms (Table 6; Supplementary Table S4) and visualized expression patterns of the associated genes (Figure 8). The three GO categories with the greatest over-representation are pollen exine formation, transposition, and sporopollenin biosynthetic process, which are also overrepresented in the larger set of interaction effect genes. 

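Among the 166 early calls of DESeq2, expression fell from B1 to B2 in *C. linearis* for 118 and rose for 48. Among the 419 late calls it fell from B2 to B3 for 153 and rose for 266. Of the 17 genes of Figure 8, with identifiers read from the picture, 10 had their highest *C. linearis* mean at B1. In all 10 the *C. linearis* B1 library of plant 1 stood under 50% of the lower of plants 2 and 3. *RCORA141603*, listed under transposition, was at 0.0928, 69.8 and 169 CPM in the 3 *C. linearis* plants at B1 and at 0 in all 3 at B2. Its *C. rattanii* means ran from 0.218 ± 0.205 to 0.351 ± 0.0922 CPM (SD, n = 3 plants). *RCORA80134*, listed under xanthophyll biosynthesis, was at 23.2, 335 and 191 CPM in *C. linearis* at B1 and 15.6 ± 6.60 CPM at B2, with a contrast of -3.78 on the log2 scale (standard error 0.86; FDR 0.22 in edgeR's quasi-likelihood test, 0.00265 in DESeq2's Wald test). *RCORA05470*, listed under carbohydrate phosphorylation, was at 0.309, 62.3 and 83.9 CPM at B1 and 0.578 ± 0.450 CPM at B2. Its contrast was -8.23 (standard error 1.87, edgeR FDR 0.22, DESeq2 FDR 0.000207). Without the *C. linearis* B1 library of plant 1, edgeR's FDR was 0.000138, 0.000333 and 0.00237 for the 3 genes in this order. They passed FDR 0.01 in 2, 2 and 1 of the 24 leave-outs of a library or plant, with FDRs of up to 0.867, 0.874 and 0.867. In the late contrast, *RCORA175790*, *RCORA151974* and *RCORA110944* rose in *C. linearis*. The contrast of *RCORA175790* was 1.65 (standard error 0.40, edgeR FDR 0.108, DESeq2 FDR 0.00275). *RCORA110944* was the 1 gene listed under pollen exine formation in Figure 8 that was not highest at B1 in *C. linearis*. It was at 4.5 ± 1.81, 2.60 ± 0.441 and 5.81 ± 2.09 CPM at B1, B2 and B3, with a late contrast of 1.88 (standard error 0.51, edgeR FDR 0.137, DESeq2 FDR 0.00905), and it did not pass FDR 0.01 in DESeq2's LRT. *RCORA151974* went from 8.17 ± 1.75 CPM at B2 to 30.3 ± 6.01 at B3 in *C. linearis*, and from 5.86 ± 3.3 to 1.97 ± 0.630 in *C. rattanii*. Its contrast was 3.46 (standard error 0.53, edgeR FDR 0.0411, DESeq2 FDR 1.04e-07). Without the *C. rattanii* B2 library of plant 2, edgeR's FDR was 0.00798, and it passed 0.01 only in this 1 of the 24 leave-outs.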

Paralleling the overall set of contrast genes, we see the dominant pattern is strong downregulation of expression across early development for *C. linearis* but consistently low expression in *C. rattanii*. Also for *C. linearis*, four out of five contrast effect genes with functions related to ARF protein signal transduction and carbohydrate phosphorylation have large peaks of expression at stage B2, a pattern which is absent (or even inverted) for *C. rattanii* (Figure 8). 

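Of the 5 genes listed under these 2 functions in Figure 8, 4 had their highest *C. linearis* mean at B2. *RCORA133593* was at 247 ± 65.4 CPM at B1, 366 ± 127 at B2 and 149 ± 15.2 at B3 in *C. linearis* (SD, n = 3 plants), and at 154 ± 13.9, 138 ± 16.3 and 179 ± 15.2 in *C. rattanii*. *RCORA148269* was at 115 ± 8.73, 140 ± 21.0 and 76.3 ± 7.82 CPM in *C. linearis* and at 77.6 ± 9.27, 65.8 ± 8.41 and 80.6 ± 7.81 in *C. rattanii*. *RCORA140798* was at 67.0 ± 10.5, 104 ± 43.2 and 26.6 ± 10.8 CPM in *C. linearis*, with 57.6 CPM in plant 3 at B2, and between 29.1 and 34.3 CPM in the *C. rattanii* means. *RCORA23391* was at 29.6 ± 31.9, 78.8 ± 41.8 and 10.2 ± 3.28 CPM in *C. linearis*, and its *C. rattanii* means rose from 3.21 to 5.11 and 8.78 CPM. The FDR of the rise from B1 to B2 in *C. linearis* in edgeR's quasi-likelihood test was 0.246 for *RCORA133593*, 0.353 for *RCORA148269*, 0.268 for *RCORA140798* and 0.238 for *RCORA23391*, and in DESeq2's Wald test it was between 0.15 and 0.203. The late contrasts of the 4 genes were -1.67, -1.17, -1.94 and -3.73 on the log2 scale, with edgeR FDRs of 0.0916, 0.0796, 0.104 and 0.107 and DESeq2 FDRs of 0.00236, 0.000276, 0.00616 and 0.00383. The fifth gene, *RCORA05470*, was highest at B1.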

In general, we see lower magnitudes of changes in gene expression between developmental stages in *C. rattanii* relative to *C. linearis* for contrast effect genes in these enriched GO categories (Figure 8). Therefore, overall reduced temporal fluctuations in gene expression in the selfer relative to the outcrosser is corroborated across both our genome-wide (Figure 3) and various differential expression analyses, which examine disparate gene sets (Supplementary Figure S5).

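Of the 17 genes of Figure 8, 16 were tested in edgeR, and all 16 had the larger range over the stages in *C. linearis*. The median range was 4.40 in *C. linearis* and 0.66 in *C. rattanii* on the log2 scale. By function, the medians were 7.04 against 0.73 for pollen exine formation, 2.95 against 1.45 for carbohydrate phosphorylation, 2.74 against 1.1 for xanthophyll biosynthesis and 1.09 against 0.33 for ARF protein signal transduction. For transposition, 1 of the 2 genes had 0 counts in all *C. linearis* libraries at B2, so no median is given. The genes were selected in the paper for a difference between the species in these libraries. The paper reasons from these genes, together with PCA and the other sets of genes, that expression fluctuates less over time in the selfer.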

**Figure 8:**
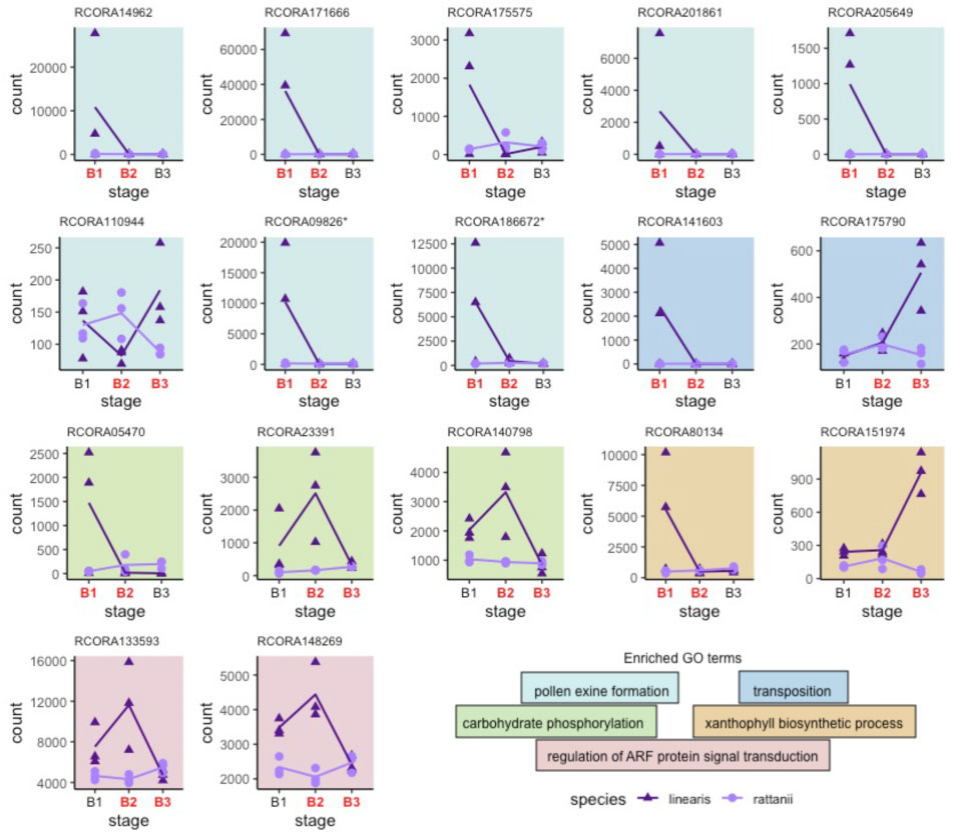
Contrast effect gene expression patterns by biological process. Expression profiles for 17 genes showing significantly different patterns between the species in either early or late development and belonging to the 6 enriched GO categories corresponding to Table 6. RNA-seq read counts (*y*-axis) for each replicate are presented as either triangles (*C. linearis)* or circles (*C. rattanii*); lines connect species-specific count means. On the *x*-axis, stages in red (bold) indicate whether significant differences between species in gene expression profiles occur early (B1–B2) or late (B2–B3) in development. Note: Since GO term “sporopollenin biosynthetic process” is a subprocess of “pollen exine formation,” we categorize gene profiles according to 5 GO terms. *These two genes are also annotated by the significantly enriched GO term “sporopollenin biosynthetic process.”

**Table 6:** Biological processes of contrast effect genes

	GO ID	Description	Total count of genes in *C. rattanii* genome	Observed count of genes in set	Expected count of genes in set	*P*-value^a^	Number of observed DEGs in ED, LD^b^
1	GO:0010584	Pollen exine formation	16	8	0.34	1.30E−07	7, 1
2	GO:0032196	Transposition	3	2	0.06	0.0013	1, 1
3	GO:0080110	Sporopollenin biosynthetic process	3	2	0.06	0.0013	2, 0
4	GO:0016123	Xanthophyll biosynthetic process	6	2	0.13	0.0064	1, 1
5	GO:0032012	Regulation of ARF protein signal transduction	6	2	0.13	0.0064	0, 2
6	GO:0046835	Carbohydrate phosphorylation	20	3	0.43	0.0083	1, 2

^a^ Significance (*P *<* *0.01) determined via the Fisher statistic.

^b^ Number of genes associated with each GO term (Figure 8) showing significant changes in expression during early floral development (ED) and late floral development (LD).

Finally, we found 1022 genes changing in parallel across bud development in the two species (hereafter “shared pattern DEGs”), which could point toward genes underlying processes and mechanisms common to both species and that occur similarly in *C. rattanii, C. linearis*, and, potentially, their close relatives. 

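The stage effect was tested in the model species + stage, and genes past FDR 0.01 for the species*stage term were excluded. In edgeR no gene passed that term, so the exclusion removed none and cannot by itself show that a change is shared. edgeR's quasi-likelihood test gave 128 genes, of which 32 were higher and 96 lower at B3 than at B1. In 118 of them the B3 to B1 change had the same sign in all 6 plants. DESeq2's LRTs gave 1022 genes, which included 123 of the 128. At FDR 0.05 edgeR gave 756. With the plant as a block, the counts were 12 in edgeR and 822 in DESeq2. The edgeR count fell to 16 without the *C. linearis* B1 library of plant 2 and to 5 without the 3 libraries of that plant, and rose to 209 without the *C. rattanii* B2 library of plant 3. The largest changes with the same sign in all plants were those of 2 genes that were near 0 at B1 and rose in both species. *RCORA223791* was at 47.8 ± 42.2 CPM in *C. linearis* (SD, n = 3 plants) and 11.2 ± 16.6 CPM in *C. rattanii* at B3, with an FDR of 0.00181 in edgeR and 0.015 with the plant as a block. *RCORA239011* was at 0.580 ± 0.0617 CPM in *C. linearis* and 17.7 ± 18.1 CPM in *C. rattanii* at B3, with an FDR of 0.00694 in edgeR and 0.0228 with the block, so neither passed FDR 0.01 with it. The rise of *RCORA239011* was far from equal in the 2 species. Its FDR for the interaction was 0.174 in edgeR's quasi-likelihood test and 0.0384 in DESeq2's LRT. Their B1 counts were at or near 0 in every library, so no fold change is given.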

Based on GO assignments available for 415 of 1022 genes, this set of genes is significantly enriched (*P*** **<** **0.01) for 15 GO terms, and over half of these terms point to plant hormone response, intra- and extra-cellular localization and transport, and/or reproductive developmental processes (Supplementary Table S5).

## Discussion

The genus *Collinsia* is an emerging model system for studying evolutionary genomic mechanisms underlying the shift to selfing and the selfing syndrome. However, until now, progress was hindered by the lack of necessary genomic resources. We report a high-quality *de novo* genome sequence for the highly selfing species *C. rattanii*, with contiguity across its 7 chromosomes (Garber 1958). This sequence information will enable future large-scale genomic studies into the proximate and ultimate causes of mating system evolution within *Collinsia*, which exhibits multiple transitions from predominantly outcrossing or mixed mating to highly selfing. Because high rates of selfing in *Collinsia* do not involve the loss of self-incompatibility found in most model systems of mating system evolution, genomic studies in *Collinsia* have the potential to provide novel insight into the role of developmental trait changes and their molecular basis in the selfing syndrome.

Our gene expression analyses represent a first step toward uncovering molecular mechanisms differentiating floral development in selfing *C. rattanii* and its outcrossing sister *C. linearis*. We reveal less variation in overall gene expression among individuals and bud stages in *C. rattanii* relative to *C. linearis*. These results are consistent with greater heterozygosity of outcrossing *C. linearis* individuals compared to highly selfing, homozygous *C. rattanii* demonstrated previously by Hazzouri *et al.* (2013) and greater phenotypic and genetic variation seen across outcrossing plant species more broadly (Hamrick and Godt 1996; Kalisz *et al.* 2012). Moreover, we find that gene expression was generally lower and changed relatively little across bud development in *C. rattanii* compared to *C. linearis*. 

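Averaged over the stages, 12102 genes differed between the species at FDR 0.01 in edgeR's quasi-likelihood test, of which 51.0% were higher in *C. linearis*. DESeq2's Wald test gave 14794 genes, 53.2% of them higher in *C. linearis*. Over all 27837 tested genes, 14082 (50.6%) were higher in *C. linearis*, with a median difference of 0.02 on the log2 scale. With each library or plant left out in turn, the share of called genes higher in *C. linearis* was between 44.1% and 52.2%. TMM sets the bulk of genes to be equal between libraries, so a shift of all genes together would not be seen. Among the 855 interaction effect genes of DESeq2's LRT, 575 (67.3%) had the higher mean in *C. linearis*. Of the genes with a count in every library, the largest differences were those of *RCORA76506* (8.89, standard error 0.49, edgeR FDR 4.5e-09) and *RCORA17097* (8.75, standard error 0.35, edgeR FDR 3.29e-10), higher in all *C. linearis* libraries. *RCORA171800* (-8.41, standard error 0.31, edgeR FDR 1.63e-10) and *RCORA153776* (-8.39, standard error 0.29, edgeR FDR 8.14e-11) were higher in all *C. rattanii* libraries. Reads of both species were aligned to the *C. rattanii* genome, so differences in sequence between the species enter these values.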

Our findings suggest that transcriptional regulation of enzymes involved most notably in pollen exine formation, including sporopollenin biosynthesis, may influence floral traits that distinguish selfing and outcrossing *Collinsia* species through pleiotropic functions.

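Summed over the 6 pollen exine genes that the text and legends name, *RCORA09826*, *RCORA03278*, *RCORA186672*, *RCORA14962*, *RCORA36422* and *RCORA205649*, the expression at B1 was 27.7, 1421 and 3276 CPM in *C. linearis* plants 1 to 3 and 22.8, 22.2 and 44.2 CPM in *C. rattanii* plants 1 to 3. *C. linearis* plant 1 lay within the *C. rattanii* range. Over plants, the difference between the species at B1 was within what other splits of the 6 plants give (two-sided exact permutation test, p = 0.2; the smallest p possible is 0.1).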

The strongest pattern that arose from our dataset is the substantially greater expression of multiple genes associated with pollen exine formation in stage B1 in *C. linearis* relative to *C. rattanii.* This finding aligns with previous gene expression analysis in *C. rattanii* and *C. linearis* indicating generally lower expression of genes important in pollen production, flavonoid production, and morphogenesis in *C. rattanii* (Table 4, Supplementary Table S2 in Hazzouri *et al.* 2013). Here, we isolate this difference to early stages of floral bud development. This timing may reflect the fact that the anthers are well developed early in bud development relative to other floral organs (Supplementary Figure S3). 

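At B2 the same sums of the 6 pollen exine genes overlapped between the species. They were 28.5, 37.8 and 20.1 CPM in *C. linearis* plants 1 to 3 and 25.8, 35.6 and 28.6 CPM in *C. rattanii* plants 1 to 3. At B3 they were 20.1, 21.0 and 17.5 CPM in *C. linearis* and 24.7, 22.7 and 26.7 CPM in *C. rattanii*, where every *C. rattanii* plant lay above every *C. linearis* plant.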

Typical of the difference between selfing and outcrossing species, the outcrosser *C. linearis* produces more pollen than *C. rattanii*. Thus, the difference in expression profiles of pollen-related genes seen in our study may be associated with differences in the number of cells in tissues dedicated to pollen production and cellular construction in each species. Reduction in the number of pollen grains per flower is commonly seen in selfing species (Cruden 1977; Goodwillie *et al.* 2010; Tsuchimatsu *et al.* 2020). High pollen production is likely under directional selection and adaptive for plants that rely primarily on outcrossing as it increases siring opportunities, but the evolution of the selfing syndrome may have either relaxed this selective pressure for *C. rattanii* or reversed its direction, favoring limited pollen production in the face of resource allocation trade-offs. Evidence for the latter was recently found in the selfing plant *Arabidopsis thaliana* (Tsuchimatsu *et al.* 2020). Of note, several differentially expressed genes between our focal *Collinsia* species are orthologous to those in *A. thaliana.* A gene encoding a protein associated with pollen exine formation and sporopollenin biosynthesis (*C. rattanii* genome designation *RCORA09826*), which shows substantially greater expression in stage B1 in *C. linearis*, is orthologous to *A. thaliana* gene *AT4G34850*, a chalcone synthase (ERGO/Igenbio, Inc. 2020), and to *LESS ADHESIVE POLLEN5 (LAP5)*. 

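*RCORA09826* was at 3.22, 353 and 662 CPM in *C. linearis* plants 1 to 3 at B1, a mean of 339 ± 329 CPM (SD, n = 3 plants), and at 2.71 ± 0.280 CPM at B2. Its early contrast was -6.48 on the log2 scale (standard error 1.43; FDR 0.203 in edgeR's quasi-likelihood test, 0.000208 in DESeq2's Wald test). *RCORA03278* was at 9.09, 624 and 1172 CPM at B1 in the same plants, a mean of 602 ± 582 CPM, and at 9.26 ± 1.77 CPM at B2. Its early contrast was -6.08 (standard error 1.32; edgeR FDR 0.191, DESeq2 FDR 0.000229). Both FDRs depend on the *C. linearis* B1 library of plant 1, and without it edgeR's FDR was 1.22e-05 for each gene.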

Another gene that similarly shows greater expression in stage B1 in *C. linearis* (*RCORA03278*) is also orthologous to *A. thaliana LESS ADHESIVE POLLEN6 (LAP6)*. The *LAP* genes encode chalcone synthase-like proteins for pollen exine formation in anthers (Dobritsa *et al.* 2010; ERGO/Igenbio, Inc. 2020). Chalcone synthase in plants is also needed for flavonoid production and thus pollinator-attracting pigments in petals as well as functional pollen production and pollen-stigma adhesion (Mo *et al.* 1992; Dobritsa *et al.* 2010). Mutants with reduced chalcone synthase expression have been produced in several species, resulting in production of white, sterile anthers (*Petunia* spp.; Napoli *et al.* 1999), white corollas (*Ipomoea* spp.; Durbin *et al.* 1995), and smaller fruits with reduced flavonoid concentrations (*Malus* ×*domestica*; Dare *et al.* 2013). Therefore, low relative levels of genes *RCORA09826* and *RCORA03278* expression in *C. rattanii* throughout floral bud development are consistent with observed selfing syndrome morphological trends (Figures 6 and 8).

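In *C. rattanii*, *RCORA09826* was at 5.29 ± 3.18, 3.78 ± 0.325 and 3.82 ± 0.621 CPM at B1, B2 and B3 (SD, n = 3 plants), and *RCORA03278* at 14.4 ± 4.93, 15.0 ± 5.03 and 12.4 ± 0.731 CPM. From B1 to B3 they changed by -0.47 and -0.21 on the log2 scale, with FDRs of 0.997 and 1 in edgeR's quasi-likelihood test. In *C. linearis* at B3 they were at 2.98 ± 0.419 and 9.48 ± 2.43 CPM, below the *C. rattanii* means of that stage. Averaged over the stages, *C. linearis* minus *C. rattanii* was 1.72 (standard error 0.55, edgeR FDR 0.0156, DESeq2 FDR 0.00217) for *RCORA09826* and 1.43 (standard error 0.51, edgeR FDR 0.0262, DESeq2 FDR 0.00696) for *RCORA03278*.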

We also saw a trend of significantly increased expression of genes associated with xyloglucan metabolism, glycerol-3-phosphate catabolism, regulation of transcription, and lipid metabolism in late bud development in *C. linearis* (Figures 6, Supplementary Figure S6). Xyloglucan is a cell wall carbohydrate, the modification of which is associated with plant growth, including that of floral organs (*e.g.*, stamens, petals; Kurasawa *et al.* 2008; Harada *et al.* 2011). The increased expression of these genes in *C. linearis* in the latest bud stage could be related to the larger flowers that are characteristic of *C. linearis* relative to *C. rattanii* and thus greater growth seen during stage B3 (Supplementary Figure S3). Likewise, both DEGs associated with glycerol-3-phosphate catabolism putatively encode glycerol-3-phosphate dehydrogenase, a highly conserved enzyme critical to cell membrane synthesis and glycolysis (Yeh *et al.* 2008). Regarding lipid metabolism genes, increased expression may reflect pollen maturation occurring closer to anthesis combined with the greater number of pollen grains in *C. linearis* (Zhang *et al.* 2016).

Ultimately, our work provides new genomic resources for a developing model of mating system evolution and first steps to understanding the role of gene expression. Future work will extend broadly to additional *Collinsia* outcrossing-selfing species pairs to identify signatures of parallel molecular and genomic evolution as well as go deeper to identify eQTL associated with contrasting mating-system traits in *C. ratannii* and *C. linearis*. Moreover, there is an abundance of existing ecological and phenotypic data on *Collinsia* species related to niche breadth (Randle *et al.* 2009; Grant and Kalisz 2020), sexual interference, sexual conflict, and pollen traits (*e.g.*, Lankinen and Madjidian 2011; Lankinen *et al.* 2016; Lankinen and Strandh 2019; Malagon *et al.* 2019; Madjidian *et al.* 2020), pollination biology (*e.g.*, Elle and Carney 2003; Kalisz and Vogler 2003; Kalisz *et al.* 2004; Randle *et al.* 2018), phenotypic plasticity (Jorgensen and Arathi 2013; Spigler and Kalisz 2013), population differentiation (Hazzouri *et al*. 2013; Salcedo *et al*. 2014) and adaptation to extreme soil types (Wright *et al.* 2006; Moyle *et al.* 2012). Consequently, the development of genomic resources in *Collinsia* has potential to pave the way for a broad array of ecological genomic studies.

How the deposited data were processed for this re-analysis (not part of the article)

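Gene expression was measured by RNA-seq in floral buds of *C. linearis* and *C. rattanii*, in 3 plants per species, each sampled at bud stages B1, B2 and B3, for 18 libraries. Libraries were mapped to species, stage and plant from the sample labels and the paper. The organism label names *C. rattanii* for all samples, so the species was taken from the sample title and genotype, as the paper describes them. The replicate number stands for the plant within its species.

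The authors aligned the reads of both species to their *C. rattanii* genome with the STAR 2-pass method, and counted reads on annotated gene models with featureCounts in the Rsubread package. The deposited values are raw read counts per gene, whole numbers that the authors did not normalize or filter. Strand and multi-mapping settings of the counting are not given in the sources used here. The table also held 2 further library columns, named for all samples of a species, which matched no single sample and were not used. It holds gene identifiers without names or positions. Gene functions are those the paper gives, and the identifiers of the genes in Figures 6 and 8 were read from the pictures and used only to describe genes one by one, not for set tests. No enrichment of GO terms was computed, since the table of GO annotations per gene was not used here.

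Total counts per library ranged from 23831351 to 41451418, with a median of 32548321 in *C. linearis* and 30203462 in *C. rattanii*. Within a group, libraries differed by more than sampling noise, with a chi-square per degree of freedom between 49.5 and 609 for pairs of libraries, so all 18 were kept as separate samples. At these depths the spread between plants, not the counting error, limits the precision of most genes.

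The counts were analysed in R 4.3.3. In edgeR 4.0.16, genes were filtered with filterByExpr on the 6 groups, normalized by TMM and fitted with a robust quasi-likelihood model on species, stage and species*stage. F-tests were made for the interaction, for the early and late contrasts, for the stage change within each species and for the species difference averaged over the stages, and for the stage effect in the model species + stage. All used Benjamini-Hochberg adjustment and a threshold of 0.01, as in the paper. The standard errors given with edgeR's log2 changes were computed from the change and its F statistic, so they restate the F-test. Genes with a stage effect and no interaction at that threshold were taken as shared pattern genes. DESeq2 1.42.0 was run as the paper describes, with likelihood ratio tests (LRT) for the interaction and the stage effect, Wald tests for the contrasts, and independent filtering and Cook's distances at its defaults with alpha set to the threshold. Genes that DESeq2 gave no adjusted p were counted as not past the threshold. Because no gene passed the interaction or the contrasts in the quasi-likelihood test, the sizes of stage changes and of contrasts are described for the genes that DESeq2 calls.

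PCA used DESeq2's regularized log of all genes with at least 1 count, with genes scaled to unit variance. Correlations of PC2 and PC3 with stage were tested by exact permutation of the stages over the 9 libraries of a species, and within plants. CVs used raw counts of genes with a mean of at least 8 counts over all libraries. Expression of single genes is given as CPM on TMM library sizes, with the SD over 3 plants. Log2 CPM values used a prior count of 2.

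Libraries of 1 plant share that plant, so the plant within species pairs them across the stages, and a model with this replicate block was fitted as an alternative. The deviations from the group means correlated between -0.45 and 0.641 over the 18 pairs of libraries of the same plant, with a median of -0.0505, against a median of 0.0152 for different plants of a species.

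The steps were tested on simulated data for the species-by-stage interaction over 27837 genes, with means and library sizes of the real libraries and 200 genes changed. These were changed several-fold, up or down, and only at *C. linearis* B1. edgeR's quasi-likelihood test recovered 63 of the 200 (31.5%) and called 0 unchanged genes. DESeq2's LRT recovered 110 (55%) and called 27 unchanged genes among 137 calls. A separate simulation gave every gene the same low dispersion and a raised mean. There, edgeR's quasi-likelihood test recovered 95.9% of the genes with the larger upward changes. 

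Genes were named by a rule set in advance: every gene that the paper names in its text, legends or Figure 8, those listed in Figure 6 under pollen exine formation, xyloglucan metabolism and glycerol-3-phosphate catabolism, the 2 genes with the largest change in each contrast and among the shared pattern genes (with the same sign in all plants), and the 2 with the largest species difference in each direction among the 8621 genes past the threshold with a count in every library. The values drawn in Figures 5 to 8 had been seen when the rule was written. No gene passed the rule for the contrasts. The alternatives tried were DESeq2, DESeq2 size factors in edgeR, no filter on low counts, the replicate block, FDR 0.05, each library and each plant left out in turn, other scalings and minimum counts for the CV, and other transformations, scaling and filters for PCA. Added after the data were seen were edgeR's likelihood ratio test, limma-voom (limma 3.58.1) in 3 versions, each species fitted alone, DESeq2 with leave-outs, with the block and with its default alpha, CVs of genes at a similar level in both species, and fits without a set of genes that vary together.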

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

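The tests of depth for the *C. linearis* B3 library of plant 2 and all tests of the genes that vary together were chosen after their results had been seen. The reading of PC2 was too. The stage score for later buds and the counts over other splits of the samples were chosen before.

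Each of 8 measures per library was compared over the 9 libraries of a species, in 16 groups in all, and in 3 of them the highest library stood apart from the rest. Chance alone sets a library apart in about 5% of such groups. In the *C. linearis* B3 library of plant 2, the 50 most abundant genes took 22.8% of the counts, the highest share of any library. The library was not shallow, with 1.24 times the total of the deeper of the other B3 libraries, which argues against depth. Whether its buds were further developed than those of the other plants at B3 stays open. On 196 genes that rise and 204 that fall over the stages in *C. rattanii*, its stage score (mean log2 CPM of the rising genes minus that of the falling genes) was 0.285, against 1.36 and 2.09 in the other B3 libraries, or -1.80 relative to the higher of these, which goes against later buds. The score separates the stages poorly in *C. linearis*, where 2 of the B2 libraries lie near those of B1, and this library lies the farthest along PC2.

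Behind this share stands a set of 378 genes whose log2 CPM correlated above 0.9 over all libraries with *RCORA89390*, the most abundant gene of that library. The minimum of 0.9 was picked after other values had been looked at. These genes lie outside those the paper discusses, and 1 of them is among the 855 interaction effect genes of DESeq2's LRT. They took 38.8% of the counts in the *C. linearis* B3 library of plant 2, 13.1% and 8.10% in those of plants 1 and 3, and 21.1% in the B2 library of plant 2. At *C. linearis* B1 they took 7.27%, 0.404% and 0.143% in plants 1 to 3. In *C. rattanii*, they took between 0.114% and 2.63%. Their joint variation is not chance over few libraries, since of 569 genes chosen in the same way in *C. linearis* alone, 48.5% also correlated above 0.9 with *RCORA89390* in *C. rattanii*, against 1.51% of all tested genes. A change over the stages that the plants of *C. rattanii* share cannot be told apart. There, r between the log2 share and stage was -0.00889 (exact permutation p = 0.982) and 0.218 without the 2 libraries farthest from the median. The 9 libraries scatter widely, and r cannot show a peak at B2, where plants 1 and 3 had their highest shares (2.63% and 2.55%) and plant 2 its lowest (0.142%). In *C. linearis*, r was 0.723 (exact permutation p = 0.0202), rho was 0.843 (exact permutation p = 0.00952), and r was 0.463 without the 2 libraries farthest from the median. A plant with the highest share at every stage is excluded, since in 0 of the 2 species was 1 plant the highest at all stages. *C. linearis* plant 3 had the lowest share at each stage, though at B2 only just (7.75%, against 7.87% in plant 1). In *C. rattanii* no plant was the lowest throughout. A difference of plants that holds at every stage therefore stays open in *C. linearis*. Reads of another organism are a candidate explanation that stays open, since the share of 38.8% in 1 library does not tell a tissue of the bud from a foreign source, and no sequence was looked at. A tissue that makes up a different part of the buds in each plant stays open as well and was not tested. Without these genes, the TMM factor of that library moved from 0.497 to 0.737, the mean CV was 0.692 in *C. linearis* and 0.528 in *C. rattanii*, and DESeq2's LRT gave 889 genes.

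The *C. rattanii* B2 library of plant 3 stood apart on PC2, at 68.3, where the other *C. rattanii* libraries lay between -11.6 and 9.62. Its total of 34589916 counts was the highest in *C. rattanii*, the 50 most abundant genes took 11.1% of its counts, and its stage score of 0.285 was below the other *C. rattanii* B2 libraries at 0.386 and 0.581. No technical or biological explanation was tested for it. The *C. linearis* B1 library of plant 3 had the largest mean squared deviation of log2 CPM from the species mean, 2.00, and the lowest total of any library, 23831351 counts. Its gap to the next library was 0.498 of the range, only just over the limit for 9 libraries. No biological explanation was tested for it.

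The change over the stages differed between the species for 855 genes in DESeq2's LRT. With the stages shuffled within plants, which keeps the libraries of a plant together, 1 of 40 arrangements gave a count as large, the real one. The other arrangements gave a median of 38 genes and up to 586. In edgeR's quasi-likelihood test, where 0 genes passed FDR 0.01, the 4924 genes at an unadjusted p under 0.05 were reached by 1 of 60 arrangements, the real one, and the others gave between 657 and 4054. Shuffled stages also remove the stage change that the species share, so these counts do not test a difference between the species. The species labels can be moved between the 6 plants in 10 ways. Only the real one, 1 of 10, gave as many genes, and the others gave 0 to 44 in DESeq2 and 161 to 949 at an unadjusted p under 0.05 in edgeR. In these the species difference itself adds to the spread within groups, and 10 ways cannot give a share under 0.05, so chance cannot be excluded for the interaction in either tool. DESeq2's LRT called 27 unchanged genes among 137 calls in simulated data, so part of the 855 genes could be calls of the test itself. The real count is also far from stable between plants: it was 1618 without the *C. linearis* B1 library of plant 1 and 302 without the 3 libraries of *C. linearis* plant 2. Biological differences between the species in the timing of bud development stay among the open explanations and were not tested apart from the interaction.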

How the results depend on the processing

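The alternatives from DESeq2 to the CV and PCA settings listed among the processing steps were set before the data were examined. edgeR's likelihood ratio test, limma-voom, the fits of each species alone, the fits without the genes that vary together, the CVs at a similar level and the alternatives of DESeq2 itself were chosen after seeing the data. Causes were not tested except where stated.

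Among single changes to edgeR's quasi-likelihood analysis, the choice of test moved the counts of interaction, early, late and contrast effect genes most. This does not hold for every count. By ratio, the 128 stage effect genes moved further with the replicate block (12) and without *C. linearis* plant 2 (5) than with DESeq2 (1101). Genes that change in *C. linearis* fell from 852 to 1 without that plant. At FDR 0.01 edgeR's quasi-likelihood test gave 0 interaction effect genes, 0 early, 0 late and 0 contrast effect genes, 128 stage effect genes, 128 shared pattern genes, 852 genes that change over the stages in *C. linearis* and 0 in *C. rattanii* (counts at an unadjusted p under 0.05 were 4924 for the interaction, 2476 early, 3880 late and 2340 in *C. rattanii*). DESeq2 as in the paper gave 855, 166, 419, 570, 1101, 1022, 3811 and 249, with 118 contrast effect genes outside the interaction effect genes. edgeR's likelihood ratio test gave 632 interaction, 94 early, 168 late and 261 contrast effect genes, 2 of these outside the interaction. limma-voom gave 3 interaction, 2 late and 2 contrast effect genes without weights, 4, 2 and 2 with weights by species, and 308, 53 and 73 with a weight per library, where it also gave 20 early genes. In simulated data for the interaction, the quasi-likelihood test recovered 31.5% of changed genes and called 0 unchanged genes, and DESeq2's LRT recovered 55% and called 27 unchanged genes. Fitted alone, edgeR gave 0 genes in *C. linearis* and 0 in *C. rattanii*, with 6217 and 2259 at an unadjusted p under 0.05, and DESeq2 gave 2842 and 408. These fits hold fewer libraries.

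At FDR 0.05, edgeR gave 2 interaction, 14 late and 14 contrast effect genes, 13 of them outside the interaction, 756 stage effect and shared pattern genes, and 3774 genes in *C. linearis* and 11 in *C. rattanii*. DESeq2 gave 2047 interaction, 391 early, 1039 late and 1858 shared pattern genes. DESeq2 size factors in edgeR, and the fit without the genes that vary together, gave 1 late gene, which is then the 1 contrast effect gene and lies outside the interaction. Fitting without a filter on low counts left all counts within 1.5 times.

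With the plant within species as replicate block, edgeR gave 3 interaction, 2 early and 2 contrast effect genes, 12 stage effect and shared pattern genes, and 172 genes in *C. linearis*. In DESeq2 the block gave 762 interaction, 239 early, 442 late and 822 shared pattern genes. For the genes that DESeq2's LRT calls without the block, edgeR's fit with the block gave a median range in *C. linearis* of 2.64 in place of 2.74. Of the 33 results for single genes that could be tested, the block took 6 below the threshold and changed no other call. The species difference gave 11012 genes with the block, against 12102 without it.

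Leaving out 1 library, or the 3 libraries of 1 plant, gave the following ranges in edgeR. Interaction effect genes ran from 0 to 133 and early genes from 0 to 110, both highest without the *C. linearis* B1 library of plant 1. Late genes ran from 0 to 5, highest without the *C. rattanii* B2 library of plant 2. Contrast effect genes ran from 0 to 110, of which 0 to 11 lay outside the interaction. Stage effect and shared pattern genes ran from 5 without *C. linearis* plant 2 to 209 without the *C. rattanii* B2 library of plant 3. Genes that change in *C. linearis* ran from 1 without plant 2 to 1559 without the B1 library of plant 1, and in *C. rattanii* from 0 to 4, highest without the *C. rattanii* B2 library of plant 1. In DESeq2, interaction effect genes ran from 302 without *C. linearis* plant 2 to 1692 without *C. linearis* plant 3. Early genes ran from 92 without the *C. linearis* B1 library of plant 2 to 808 without that of plant 1. Late genes ran from 178 without *C. linearis* plant 2 to 903 without *C. linearis* plant 3, and shared pattern genes from 549 without *C. linearis* plant 2 to 1281 without *C. rattanii* plant 3. Among the 302 genes without *C. linearis* plant 2, 234 were among the 855. A fit without a plant holds fewer libraries.

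No main value could be given for the sizes of stage changes and contrasts or for the share with a change in 1 species, since the edgeR sets were empty, and the values are for the genes DESeq2 calls. For the sizes, these genes were called once on all 18 libraries, and only edgeR's fit was repeated in the leave-outs. For the share with a change in 1 species, DESeq2 was run again in each leave-out. The median range over the stages was 2.45 to 2.92 in *C. linearis* and 0.75 to 1.04 in *C. rattanii* over the leave-outs, and the share of genes with the larger range in *C. linearis* was 85.6% to 91.1%. The median early contrast was 5.77 to 7.95 in edgeR's fit and 8.17 in DESeq2's own fit, and the median late contrast 2.46 to 3.24, so the early contrast stayed the larger in every case. The share of calls with a change in 1 species ran from 74.9% to 90.8%.

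Among genes that differ between the species, 51.0% were higher in *C. linearis* in edgeR and 53.2% in DESeq2. The share ran from 44.1% without *C. rattanii* plant 2 to 52.2% without *C. linearis* plant 2, so the direction of this split is not stable. Normalization sets the bulk of genes to be equal between libraries and so holds the split near 50%, and a lower level of all genes in *C. rattanii* would not be seen in it.

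The mean CV of *C. linearis* stayed above that of *C. rattanii* under every setting tried. *C. linearis* and *C. rattanii* stood at 0.663 and 0.507 with TMM-scaled counts, 0.664 and 0.508 with DESeq2 size factors, 0.616 and 0.441 with a mean count of at least 50, 1.02 and 0.830 with any expressed gene, 0.668 and 0.484 with a mean of at least 8 counts in the species itself, 0.528 and 0.416 within a stage, and 0.444 and 0.316 for genes at a similar level in both species. Over the leave-outs, the *C. linearis* value ran from 0.620 without plant 2 to 0.705 without the B1 library of plant 1, and the *C. rattanii* value from 0.451 without plant 3 to 0.558 without plant 1. These leave-outs set unequal numbers of libraries against each other.

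PC1, PC2 and PC3 represented 50.3%, 13.9% and 7.24% of the variance with unscaled genes and 36.4%, 14.0% and 10.2% with only the genes that pass edgeR's filter. Over the leave-outs they ran from 30.4% to 34.6%, from 11.0% to 14.5% and from 8.02% to 11.1%. The ratio of the spread of *C. linearis* to that of *C. rattanii* along PC1 was 1.94 with unscaled genes and 3.48 to 6.63 over the leave-outs. The correlation of PC3 with stage in *C. rattanii* was -0.837 with unscaled genes, past a p of 0.05, where it was not with scaled genes. Over the leave-outs it ran from -0.792 without *C. rattanii* plant 2 (exact permutation p = 0.0444) to -0.118 without *C. linearis* plant 2, and it also passed 0.05 without the *C. linearis* B1 library of plant 1 and without the *C. rattanii* B2 library of plant 2. The correlation of PC2 with stage in *C. linearis* ran from 0.601 without the B3 library of plant 2 to 0.932. It no longer passed 0.05 in that leave-out (exact permutation p = 0.107), without *C. linearis* plant 1 (0.783, p = 0.0667) and without *C. linearis* plant 2 (0.747, p = 0.111). That of PC2 in *C. rattanii* ran from 0.109 to 0.878, past 0.05, without *C. rattanii* plant 3. Without *C. linearis* plant 2, where PC3 in *C. rattanii* was at -0.118, PC2 was at 0.674 (exact permutation p = 0.0536). That of PC3 in *C. linearis* ran from -0.712 without the B3 library of plant 2 (exact permutation p = 0.0571) to 0.0305, past 0.05 in none. With scaled genes and coordinates centered on plants as a replicate block, r of PC2 was 0.918 in *C. linearis* and 0.263 in *C. rattanii*. That of PC3 was -0.598 in *C. rattanii* and -0.376 in *C. linearis*. All stayed on the same side of the threshold as without the block. With unscaled genes, the centered r of PC3 in *C. rattanii* was -0.878 (exact permutation p = 0.00926).

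Of the 33 results for single genes, DESeq2 size factors left all 33 on the same side of the threshold, and fitting without a filter left 32. DESeq2 brought 18 more past the threshold and left 13 on the same side. At the lowest value over the leave-outs 21 were the same, 4 passed the threshold that had not, 7 fell below it and 1 reversed. *RCORA205649* did not pass edgeR's filter and has no such comparison. The change of *RCORA38638* from B1 to B3 in *C. linearis* reversed to -0.13 without the 3 libraries of plant 2 and rose to 6.70 without those of plant 1, at FDRs of 0.0574 or more in edgeR in all leave-outs. Genes with few counts limit what depth can show, and *RCORA205649* had 0 counts in several libraries.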

Differences from the paper's values

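For the interaction the paper gives 855 genes, and edgeR's quasi-likelihood test gave 0. For the early contrast the paper gives 164 and edgeR gave 0, for the late contrast the paper gives 418 and edgeR gave 0, and for both contrasts together the paper gives 569 and edgeR gave 0. The paper gives 117 contrast effect genes outside the interaction effect genes, and edgeR gave 0. The paper gives 1022 shared pattern genes, and edgeR gave 128. Counts at an unadjusted p under 0.05 in edgeR were 4924 for the interaction, 2476 for the early and 3880 for the late contrast. Of the alternatives set before the data were examined, DESeq2 as in the paper gave 855, 166, 419, 570, 118 and 1022 in this order, none of which differs by more than 1.5 times. DESeq2 size factors in edgeR, no filter on low counts and the replicate block stayed apart from the paper's value for every one of these counts. FDR 0.05 came within 1.5 times only for the shared pattern genes, at 756. Without the *C. linearis* B1 library of plant 1, edgeR gave 110 early genes, which is within 1.5 times of the paper's 164. Some alternatives chosen after seeing the values also come within 1.5 times. edgeR's likelihood ratio test gave 632 interaction effect genes, of which 586 are among the 855 that DESeq2 calls here. DESeq2 with the plant as a block gave 762 interaction (551 of them among the 855), 239 early, 442 late and 822 shared pattern genes. DESeq2 with its default alpha gave 839 interaction effect genes, 835 of them among the 855, with 167 early, 403 late and 1011 shared pattern genes. Without the genes that vary together, DESeq2 gave 889 interaction effect genes, 168 early, 436 late and 1035 shared pattern genes.

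The paper gives 50% of the variance for PC1, and scaled genes gave 31.4%. With unscaled genes it was 50.3%, and with only the genes that pass edgeR's filter 36.4%, which is within 1.5 times. The edgeR log2 CPM and the variance stabilizing transformation gave 30.9% and 30.7% and stayed apart. Leaving out *C. linearis* plant 3 gave 34.6%, which is within 1.5 times. For the correlation of PC3 with stage in *C. rattanii* the paper gives -0.83, and scaled genes gave -0.591. Unscaled genes gave -0.837, and leaving out the 2 libraries farthest from the median gave -0.690, within the spread of the leave-outs. The other transformations, the filter and the coordinates centered on plants, all with scaled genes, gave between -0.618 and -0.556 and stayed apart. The leave-outs of 1 library or plant, also with scaled genes, lay on both sides, between -0.792 and -0.118. For PC3 in *C. linearis* the paper gives -0.54, and scaled genes gave -0.299. Unscaled genes gave -0.534, leaving out the 2 farthest libraries -0.514 and coordinates centered on plants -0.376, all within the spread of the leave-outs. The other transformations and the filter gave between -0.340 and -0.282 and stayed apart. Unscaled genes also gave 13.9% for PC2 and 7.24% for PC3, against 14% and 7% in the paper. Their r of PC2 with stage was 0.815 in *C. linearis* and 0.0883 in *C. rattanii*, against 0.82 and 0.09. Unscaled genes thus came close to every PCA value of the paper, so scaling accounts for the differences in PC1 and PC3.

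The paper states that contrast calls without a change in 1 species only had changes in both species in opposite directions. In DESeq2's Wald tests here, 3 of the 585 calls had a change in both species, all in opposite directions, while 23 early and 93 late calls had a change past FDR 0.01 in neither. The paper does not state how it judged a change within a species, and it counts genes where calls are counted here. The definitions may therefore differ. The paper describes *RCORA09826* and *RCORA03278* as low in *C. rattanii* at all stages of bud development. At B2, *RCORA09826* was at 3.78 ± 0.325 CPM in *C. rattanii* and 2.71 ± 0.280 CPM in *C. linearis*, and *RCORA03278* at 15.0 ± 5.03 and 9.26 ± 1.77 CPM (SD, n = 3 plants), while at B1 both means were higher in *C. linearis*. The paper states that variation per gene was significantly greater in *C. linearis* from a test with genes as replicates. The mean CVs equal the paper's to 3 digits. The CV itself was not tested over plants here. A different measure, the mean squared deviation of log2 CPM from the species mean, gave p = 0.2 in the exact permutation test with plants as replicates.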

Other observations

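Of the tests below, those of swapped labels, of depth, of a difference of plant 1 and of later anthers for the pollen exine genes, and the reading of PC2 for later buds, were chosen after their results had been seen. The stage score for later buds and the tests of the CV and of the alignment were chosen before their results, though the CVs at a similar level and those without 1 plant of each species were added after other values had been seen. The splits were set before.

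The high B1 expression of the pollen exine genes in *C. linearis* was carried by plants 2 and 3. Summed over the 6 genes that the text and legends name, expression was 27.7 CPM in plant 1 and 1421 and 3276 CPM in plants 2 and 3. A swap of the B1 library of plant 1 with another library of the study is excluded, since the highest sum among the 15 libraries outside *C. linearis* B1 was 3.11% of the lower of plants 2 and 3. Depth is excluded, since the library had 0.996 times the total of the deeper of the other two. Buds that are further developed as a whole cannot be told apart. On genes that change over the stages in *C. rattanii*, the library lay at -0.139 on a scale from plants 2 and 3 at B1 (0) to the *C. linearis* B2 mean (1), but this score hardly moved from B1 to B2 in *C. linearis* plant 2 (-1.69 to -1.61), whose exine sum fell from 1421 to 37.8 CPM. On PC2 of unscaled genes, the library lay at -29.4, nearer to the *C. linearis* B2 libraries (-4.56, 67.7 and 17.2) than to plants 2 and 3 at B1 (-160 and -176). With scaled genes it lay at -83.9, between plants 2 and 3 at B1 (-139 and -116) and the *C. linearis* B2 libraries (-39.0, 66.2 and -10.1). A difference of plant 1 from the other plants at every stage cannot be told apart, because plants 2 and 3 are also low at B2, where plant 1 was at 28.5 CPM. A further hypothesis is that the anthers in the B1 buds of plant 1 were past the step at which these genes are expressed. On the log2 share of the genes that vary together with *RCORA89390*, the library lay at 0.894 on the same scale, close to the B2 libraries. This may fit later anthers or later buds, but the scale was found on the same libraries and the source of those genes is not known, so it stays open. Since 1 of 3 plants differs in this way, a short window of expression that the B1 buds of some plants miss would also bear on *C. rattanii*, where the sums at B1 were 22.8, 22.2 and 44.2 CPM. That was not tested.

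The stage score from genes that change in *C. rattanii* also shows how far plants of 1 stage lie apart. At B2 it was -1.40, -1.61 and 0.108 in *C. linearis* plants 1 to 3, against 0.386, 0.581 and 0.285 in *C. rattanii*. At B1 it lay between -1.80 and -1.69 in *C. linearis* and between -1.97 and -1.31 in *C. rattanii*, so that the *C. linearis* B2 libraries of plants 1 and 2 stood near the B1 libraries. The genes were chosen for their change in *C. rattanii*, so a smaller change in *C. linearis* follows in part from that choice, and no test between the species was made.

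The larger variation per gene in *C. linearis* was weighed against several explanations, none of which alone brought the difference to 0. The mean CV of *C. linearis* minus that of *C. rattanii* was 0.161 with raw counts. It was 0.156 with counts scaled by TMM library size, so differences in library size and composition are not its whole cause. Within a stage it was 0.112, so larger changes over the stages alone are not. Among genes at a similar level in both species it was 0.128, so lower counts of *C. linearis* reads on the genome of the other species are not. A CV over fewer libraries is biased low, so 1 plant of each species was left out at a time, in 9 pairs, and the SD of the 9 values was the spread used to judge each difference. With raw counts the lowest of the 9 was 0.0687, without *C. linearis* plant 2 and *C. rattanii* plant 1, so 1 plant is not the whole cause. The 9 values ran from 0.0820 to 0.227 with TMM scaling, from 0.0367 to 0.166 within a stage and from 0.0337 to 0.200 at a similar level. TMM scaling with the CV within a stage gave 0.0856, and from 0.00485 to 0.142 over the 9 pairs, so these explanations in combination are not excluded. A greater difference between plants of the outcrosser is one hypothesis that stays open. The exact permutation test over 3 plants per species (p = 0.2) cannot decide it. Its measure, the mean squared deviation of log2 CPM from the species mean, also takes in changes over the stages. 

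For 230 genes, every *C. rattanii* library had at least 10 counts and no *C. linearis* library had any, while 12 genes showed the reverse. Both species were aligned to the genome and gene models of *C. rattanii*, so genes that are absent or diverged in *C. linearis* and reads that fail to align cannot be told apart, and genes that only *C. linearis* carries are not in the annotation. The design confounds the alignment with the species.

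With the stages shuffled within plants, 1 of 60 arrangements, the real one, gave as many stage effect genes as the 128 in edgeR, and the others gave 0 to 1, so chance can be excluded. With the species moved between plants, 1 of 10 arrangements, the real one, gave as many species differences as the 12102 in edgeR, and the others gave 0, but 10 arrangements cannot give a share under 0.05.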
